# Dysfunction of histone demethylase IBM1 in *Arabidopsis* causes autoimmunity and reshapes the root microbiome

**DOI:** 10.1038/s41396-022-01297-6

**Published:** 2022-07-30

**Authors:** Suhui Lv, Yu Yang, Gang Yu, Li Peng, Shuai Zheng, Sunil Kumar Singh, Juan Ignacio Vílchez, Richa Kaushal, Hailing Zi, Dian Yi, Yuhua Wang, Shaofan Luo, Xiaoxuan Wu, Ziwei Zuo, Weichang Huang, Renyi Liu, Jiamu Du, Alberto P. Macho, Kai Tang, Huiming Zhang

**Keywords:** Plant sciences, Microbiology, Molecular biology

## Abstract

Root microbiota is important for plant growth and fitness. Little is known about whether and how the assembly of root microbiota may be controlled by epigenetic regulation, which is crucial for gene transcription and genome stability. Here we show that dysfunction of the histone demethylase IBM1 (INCREASE IN BONSAI METHYLATION 1) in *Arabidopsis thaliana* substantially reshaped the root microbiota, with the majority of the significant amplicon sequence variants (ASVs) being decreased. Transcriptome analyses of plants grown in soil and in sterile growth medium jointly disclosed salicylic acid (SA)-mediated autoimmunity and production of the defense metabolite camalexin in the *ibm1* mutants. Analyses of genome-wide histone modifications and DNA methylation highlighted epigenetic modifications permissive for transcription at several important defense regulators. Consistently, *ibm1* mutants showed increased resistance to the pathogen *Pseudomonas syringae* DC3000 with stronger immune responses. In addition, *ibm1* showed substantially impaired plant growth promotion in response to beneficial bacteria; the impairment was partially mimicked by exogenous application of SA to wild-type plants, and by a null mutation of *AGP19* that is important for cell expansion and that is repressed with DNA hypermethylation in *ibm1*. IBM1-dependent epigenetic regulation imposes strong and broad impacts on plant-microbe interactions and thereby shapes the assembly of root microbiota.

## Introduction

Plants are naturally inhabited by root microbiota, a variety of soil microbes surrounding or within the roots. While some soil microbes have no observable effects on plants, others can be either pathogens that cause detrimental effects on plants or beneficial species that promote plant growth and stress resistance [1, 2]. The complex community of root-associated microbes has been shown to be important for plant fitness [3–5], and is therefore emerging as an important target for soil management and for studying plant-microbe interactions [6–8].

Plant responses to microbes are controlled by an integrated network that consists of not only the immune system but also other intrinsic biological systems in planta [9–11]. Epigenetic features, such as DNA methylation and histone modifications, regulate gene transcription and genome stability through modulation of chromatin status [12]. Evidences are accumulating that epigenetic modifications can be involved in transcriptional regulation of plant disease resistance. For instance, DNA methylation in promoter regions limits transcriptional expression of *RMG1* and *RLP43*, two disease resistance genes in *Arabidopsis thaliana*, thereby negatively affecting plant resistance to the bacteria pathogen *Pseudomonas syringae* [13]. Although investigations have been reported about epigenetic regulation in plant disease resistance to individual pathogens, potential impacts of epigenetic regulation on the root microbiota compositions have been uncertain. In particular, while active DNA demethylation plays a positive role in plant resistance to pathogens such as *P. syringae* [13–17], defects in the RNA-directed DNA methylation (RdDM) pathway that establishes de novo DNA methylation caused elusive impacts on plant resistance to *P. syringae* [18–20]. In addition, genetic disruptions in the canonical RdDM pathway showed no alterations in *Arabidopsis* root microbiota [21], indicating that a role of plant epigenetic regulation in mediating aboveground responses to certain microbes does not necessarily assure an additional role in influencing the assembly of belowground root microbiota. Therefore, it remains an important question whether and how epigenetic regulation may affect the assembly of root-associated microbial communities.

Simultaneous alterations in DNA methylation and histone modifications can be more effective than single modifications or even necessary for epigenetic gene regulation [22, 23]. *Arabidopsis* IBM1 (Increased in Bonsai Methylation 1) is a histone H3 lysine9 (H3K9) demethylase whose dysfunction causes genome-wide increases in the levels of H3K9me2 and its allied DNA methylation in the CHG (H represents A, C, or T) context [24–27]. In this study, we investigated the root-associated microbiota in two *Arabidopsis* mutant alleles defective in IBM1. Microbiota profiling by 16S rRNA gene sequencing revealed that the *ibm1* mutations substantially reshaped the root-associated bacteria communities in the rhizosphere and the endosphere. Consistent with the altered plant-microbe interactions, IBM1 dysfunction leads to plant autoimmunity, as disclosed by the transcriptomic patterns including SA-mediated defense, systemic acquired resistance (SAR), and production of the defense metabolite camalexin. Analyses of genome-wide histone modifications and DNA methylation identified transcription-permissive epigenetic modifications at the loci of a group of key defense regulators, of which gene induction jointly contribute to the strong defense activation by IBM1 dysfunction. Compared to wild-type plants, *ibm1* showed increased resistance to the pathogen *P. syringae* with stronger immune responses to flg22. When exposed to a beneficial bacteria strain, *ibm1* showed impaired plant growth-promotion as a result of autoimmunity and the disruption in AGP19-dependent cell expansion. Therefore, IBM1-dependent epigenetic regulation is crucial for plant-microbe interactions including the assembly of root microbiota.

## Results

### IBM1 dysfunction reshapes root microbiota

To explore potential influence of IBM1-dependent epigenetic regulation on plant interactions with microbes, we performed 16S rRNA gene sequencing to investigate the root-associated (rhizosphere and endosphere) microbiota. Two *ibm1* mutant alleles, *ibm1-1* and *ibm1-4*, were compared with the wild-type Col-0 plants, in order to allow for stringent identification of IBM1-affected microbes by the overlap between the two mutant alleles. The plants were grown in natural soil substrates for 17 days under controlled environmental conditions.

A total of 2,041,913 effective tags were obtained with a median of 63,840 per sample (range 9384–146,838) across all the 35 samples. The effective tags were denoised and the resultant amplicon sequence variants (ASVs) were subjected to a cutoff with ≥5 reads in all the samples. Microbial species of the ASVs were annotated by using the QIIME2 software with the Silva138.1 database. After removing the ASVs that belong to Mitochondria, Chlorophyta, Archaea and Cyanobacteria, 4023 ASVs were obtained with a total of 1,629,593 feature counts and with a median of 46,011 per sample (range 6508–100,380). These ASVs were then normalized (see “Methods” for details) for subsequent analyses.

We first evaluated the effects of compartments on the microbiota assembly. The richness of ASVs in the three compartments were analyzed by the Chao1 estimator, which showed that the total numbers of ASVs, including either the observed ASVs or the estimated ASVs, were greater in the rhizosphere samples than the bulk soil and the endosphere samples (Fig. S1A–C). The higher ASV richness in the rhizosphere than the other two compartments likely reflects the fact that the rhizosphere is a nutrient-rich environment favorable for microbes. Meanwhile, the Shannon index analysis showed that the endosphere had a lower diversity of ASVs compared to those in the bulk soil and the rhizosphere (Fig. S1D), thereby reflecting the selectivity of plants on root-associated bacteria.

To compare the impacts of compartment and genotype on the bacteria community, we analyzed weighted UniFrac distances between all samples. The clustering patterns indicate that compartment is more influential than plant genotype in shaping the bacteria community (Fig. 1A); meanwhile samples were also clustered according to their genotype (Fig. 1A), indicating that the *ibm1* mutations altered root microbiota. Principal Coordinate Analysis (PCoA) of the weighted UniFrac distances showed that *ibm1-1* and *ibm1-4* were clearly separated from Col-0 in both the rhizosphere and the endosphere along the 1st coordinate, which accounted for 63.9% and 75.5% variations in the two compartments, respectively (Fig. 1B; Fig. S2A). Therefore, IBM1 plays an influential role in shaping root microbiota.

**Fig. 1:**
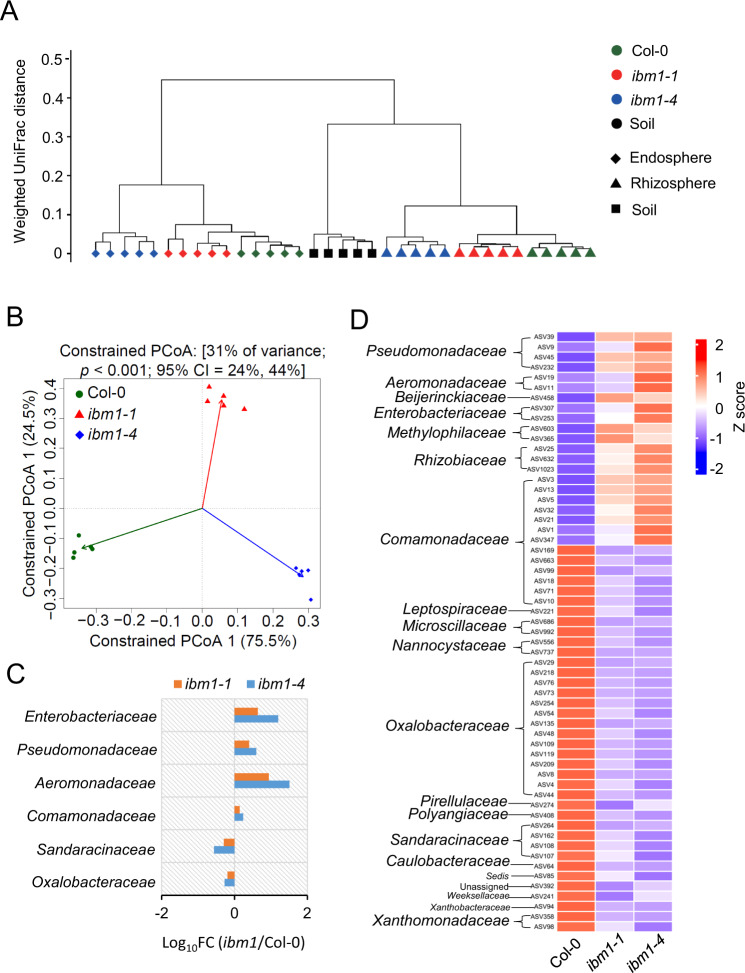
IBM1 dysfunction reshapes *Arabidopsis* root microbiome. **A** The hierarchical clustering of the weighted UniFrac distances between samples highlights the importance of compartment and genotype to microbiome. **B** The PCoA analysis of all ASVs separates the *ibm1* mutants from the wild-type plants (Col-0) within the endosphere compartment. **C** The *ibm1* mutations resulted in altered (FDR < 0.05 for both the *ibm1-1* vs Col-0 and the *ibm1-4* vs Col-0) RA in 6 bacteria families within the endosphere microbiome. The Log_10_ fold changes of mutant vs wild type are shown as horizontal bars. **D** The *ibm1* mutations resulted in altered (*p* < 0.05) RA in 59 endosphere ASVs, with 38 (64%) becoming less enriched in the mutants compared to the wild type. The notes on the left of the heatmap show the taxonomy of each ASV at the family level.

We profiled the taxonomic composition of the bacteria communities. At the level of phyla, *Proteobacteria* and *Bacteroidetes* displayed the highest and the second highest RA (Relative Abundance), respectively, in all three compartments (Fig. S2B; Dataset S1). *Bacteroidetes* accounted for approximately 14% of the ASVs in the bulk soil, while its RA was increased to more than 23% in the rhizosphere regardless of the plant genotype (Fig. S2B; Dataset S1), indicating that *Bacteroidetes* is generally more competitive than the minor phyla in the rhizosphere. By searching for microbiome alterations (FDR < 0.05) that were shared by the two *ibm1* mutant alleles, the phylum *Myxococcota* was identified as decreased in the endosphere, whereas the phyla of *Verrucomicrobiota* and *Myxococcota* were decreased in the rhizosphere (Dataset S1).

The *ibm1* mutations displayed strong impacts on the root microbiota at the level of families. Among the top 20 abundant families (Fig. S3), a total of 7 and 6 families showed altered RA (FDR < 0.05) in the rhizosphere and the endosphere, respectively, in both mutant alleles compared to Col-0 (Fig. 1C; Fig. S4A). In particular, 5 families showed *ibm1*-altered RA in both the rhizosphere and the endosphere, indicating that IBM1 is more influential on these bacteria families than the rest of the *ibm1*-affected families. These five families include *Oxalobacteraceae* and *Sandaracinaceae* which became less enriched, as well as *Pseudomonadaceae*, *Enterobacteriaceae*, and *Aeromonadaceae* which became more enriched in the *ibm1* mutants compared to Col-0. At the level of ASVs, the *ibm1* mutations commonly altered (*p* < 0.05) the RA of 59 ASVs in the endosphere, with 38 (64%) of the *ibm1*-affected ASVs becoming less enriched (Fig. 1D). Similarly, 76 ASVs in rhizosphere were identified as *ibm1*-affected, with 58 (76%) becoming less enriched in the mutants compared to the wild type (Fig. S4B). Altogether, these results demonstrate the influential role of IBM1 in the assemblage of root microbiota.

### IBM1 dysfunction activates defense responses in plant transcriptome

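The wild type Col-0 and ibm1-1, which carries a point mutation in the histone demethylase gene IBM1, were grown for 5 days on plates of Murashige and Skoog medium and for another 10 days in soil. Whole seedlings were harvested at 15 days by the paper's methods, while the sample labels give an age of 2 weeks. Each genotype had 3 biological replicates of 15 seedlings, and mRNA was sequenced from each. The authors trimmed the reads with SolexaQA and cutadapt, mapped them to the TAIR10 genome with TopHat and counted them per gene with HTSeq-count. The deposited values are these raw counts per gene, without normalization. The counts summed to 27001069, 19957585 and 24413867 in the Col-0 replicates, with a median of 24413867, and to 23309938, 24651600 and 23879077 in the ibm1-1 replicates, with a median of 23879077. The library kit was directional, but the paper's text does not give the strand setting of the counting, so values of genes that overlap another gene on the opposite strand are uncertain. Here the counts were scaled by the TMM factors of edgeR, which lay between 0.956 and 0.967 in Col-0 and between 1.03 and 1.05 in ibm1-1, and tested with edgeR's quasi-likelihood test on genotype. The filter on low counts left 20082 genes, and the p-values were adjusted over these genes by the Benjamini-Hochberg method. Genes with a fold change above 2 and an adjusted p below 0.05 were called differentially expressed genes (DEGs), the thresholds of the paper. The biological coefficient of variation between replicates was 0.0390. IBM1 itself (AT3G07610, chromosome 3 from 2425884 to 2433113 of TAIR10.1) had 623, 629 and 595 normalized counts in the Col-0 replicates and 441, 466 and 468 in the ibm1-1 replicates. Its log2 fold change was -0.42 (standard error 0.0625, adjusted p = 1.18e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and each ibm1-1 replicate was below each Col-0 replicate. A point mutation need not change the amount of transcript, so IBM1 checks the labels only in part.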

To understand the impacts on the root microbiota caused by IBM1 dysfunction, we performed RNA-seq to compare the transcriptome of soil-grown *ibm1-1* and Col-0 plants. In the 15-day-old plants, a total of 1396 and 498 differentially expressed genes (DEGs) were identified as upregulated and downregulated (fold change > 2, FDR < 0.05) by the *ibm1-1* mutation (Dataset S2). 

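Among the 20082 genes tested, 1178 were higher and 479 were lower in ibm1-1 than in Col-0, so that 71.1% of the DEGs were higher. The replicates of the 2 genotypes did not overlap for 11475 of the 20082 genes tested, and chance separates 3 replicates from 3 for 10% of genes. Removing the fold-change threshold moved the counts most, to 5109 higher and 5198 lower genes at an adjusted p below 0.05. Quantile normalization of the log2 values of counts scaled to library size (CPM), tested with limma-trend, gave 653 higher and 452 lower DEGs, a share of 59.1%. This changes scaling and test together, and limma-trend with TMM factors gave shares of 67.3% to 71.3%. Scaling by library size alone moved the median log2 fold change of all genes to 0.12 and gave 1363 higher and 349 lower DEGs. When only genes with a mean CPM of at least 5 were tested, 376 DEGs were higher and 274 lower, a share of 57.8%. Leaving out each replicate in turn gave 1187 to 1226 higher and 473 to 494 lower DEGs. Among the 5 most reduced DEGs, PHI-1 (AT1G35140, chromosome 1 from 12851983 to 12853235) had 1033 ± 29.1 normalized counts (SD, n = 3) in Col-0 and 53.9 ± 8.49 in ibm1-1, with a log2 fold change of -4.26 (standard error 0.0893, adjusted p = 7.79e-26 from edgeR's quasi-likelihood test). In medium PHI-1 was a higher DEG, with 33.0 ± 1.05 normalized counts (SD over 2 replicates) in Col-0 and 167 ± 95.5 in ibm1-1, a log2 fold change of 2.33 (standard error 0.383, adjusted p = 0.00286 from edgeR's quasi-likelihood test). This value lay between 1.58 and 2.82 with each replicate left out.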

Gene ontology (GO) analysis highlighted GO enrichment of biotic stress-related process in the upregulated DEGs but not the downregulated DEGs (Fig. 2A, B; Dataset S2). This pattern indicated that dysfunction of IBM1 activates plant defense responses. Indeed, a group of 178 upregulated DEGs were categorized as defense, including 43 DEGs that were related to biosynthesis of or responses to salicylic acid (SA), a phytohormone critical for plant resistance to many pathogens (Fig. 2C; Fig. S5A; Dataset S2). 

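The enrichment was computed here with the process terms that the reference annotation of TAIR10.1 gives, which cover 8977 of the genes tested, because the Gene Ontology tables of the paper were not used here. Of the 471 terms with at least 5 genes, 17 were enriched in the higher DEGs at an adjusted p below 0.05 in Fisher's exact test with Benjamini-Hochberg adjustment. Of these terms, 8 name defence, immunity, other organisms, bacteria, fungi, chitin, SA or jasmonate. The term defense response held 57 higher DEGs among its 271 genes tested, where 16.1 were expected (adjusted p = 5.20e-15, Fisher's exact test), and innate immune response held 18 of 87, where 5.16 were expected (adjusted p = 2.99e-04, Fisher's exact test). The lower DEGs were enriched in response to karrikin, with 8 of 64 genes, and in jasmonic acid biosynthetic process, with 4 of 12 genes (adjusted p = 0.0257 for both, Fisher's exact test). From the enrichment of biotic stress processes in the upregulated and not in the downregulated DEGs, the paper proposes that dysfunction of IBM1 activates defense responses.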

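Table S2 lists 178 defense genes that the paper selected from these samples, so their direction in soil is not independent evidence. Of these, 175 passed the filter on low counts and all 175 were higher DEGs here, with a median log2 fold change of 1.79. RLP11, BSMT1 and CRK20 had too few counts to be tested. With the stricter filter of a mean CPM of at least 5, 90 of the genes were higher DEGs. A list of 23 genes of SA biosynthesis, signaling and response was tested as a set with limma's camera test at a correlation of 0.01 between genes. The list was fixed from general knowledge, with Table S2 and the visible part of Dataset S2 already seen. Of its genes, 17 were higher DEGs and 1 was a lower DEG, with a median log2 fold change of 1.45 (adjusted p = 4.64e-41, camera in limma). At an adjusted p below 0.05 without the fold-change threshold, 22 genes were higher and 1 was lower, both over all genes tested and adjusted over the list alone. PR1 (AT2G14610, chromosome 2 from 6241640 to 6242541) rose from 52.1 ± 14.4 to 991 ± 23.0 normalized counts (SD, n = 3), a log2 fold change of 4.22 (standard error 0.0988, adjusted p = 9.86e-25 from edgeR's quasi-likelihood test). PR2 (AT3G57260, chromosome 3 from 21188397 to 21189967) rose from 121 ± 3.97 to 3019.6 ± 152, and PR5 (AT1G75040, chromosome 1 from 28177670 to 28179022) from 453 ± 28.4 to 1698 ± 139 normalized counts. The SA biosynthesis gene ICS1 (AT1G74710, chromosome 1 from 28070295 to 28074177) rose from 324 ± 37.1 to 757 ± 11.7 normalized counts, with a log2 fold change of 1.21 (adjusted p = 3.45e-15 from edgeR's quasi-likelihood test). Its paralog ICS2 (AT1G18870, chromosome 1 from 6515373 to 6519395), which overlaps a gene on the opposite strand, was the lower DEG, with 331 ± 16.0 normalized counts in Col-0 and 115 ± 11.3 in ibm1-1 (log2 fold change -1.52, standard error 0.0997, adjusted p = 7.24e-14 from edgeR's quasi-likelihood test).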

Consistently, GO enrichment analysis revealed that IBM1 dysfunction activates systemic acquired resistance (SAR) (Fig. S5B), a plant immune response to pathogen attack. In addition, the upregulated DEGs showed enrichment (5/14, FDR = 0.023) of indole phytoalexin biosynthetic process (Fig. 2D; Dataset S2). 

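In the annotation used here, the term systemic acquired resistance held 12 genes tested in soil, of which 2 were higher DEGs, where 0.711 were expected (adjusted p = 1 over 471 terms, Fisher's exact test). The term response to salicylic acid stimulus held 7 higher DEGs among 24 genes, where 1.42 were expected (adjusted p = 0.0138, Fisher's exact test). The annotation names a process for part of the genes only, which limits what a term of 12 genes can show.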

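Camalexin is the main indole phytoalexin of Arabidopsis. A list of 10 genes of camalexin biosynthesis and its regulators held 7 higher and no lower DEGs in soil, with a median log2 fold change of 1.57 (adjusted p = 1.04e-11, camera in limma). At an adjusted p below 0.05 without the fold-change threshold, 7 genes were higher and 2 were lower, and the same counts held adjusted over the list alone. The camalexin synthase gene PAD3 (AT3G26830, chromosome 3 from 9887917 to 9889791) rose from 39.8 ± 3.88 to 414 ± 27.7 normalized counts (SD, n = 3), a log2 fold change of 3.38 (standard error 0.119, adjusted p = 1.94e-20 from edgeR's quasi-likelihood test). CYP71A13 (AT2G30770, chromosome 2 from 13109909 to 13111988), which overlaps a gene on the opposite strand, had 6.40 ± 1.56 normalized counts in Col-0 and 133 ± 6.79 in ibm1-1, and its log2 fold change was 4.38 (standard error 0.234, adjusted p = 5.37e-16 from edgeR's quasi-likelihood test). The regulators PAD4 (AT3G52430, chromosome 3 from 19431095 to 19434450) and WRKY33 (AT2G38470, chromosome 2 from 16108235 to 16110766) had log2 fold changes of 1.43 and 1.42, with standard errors of 0.0572 and 0.0457 (adjusted p = 3.93e-19 and 2.06e-21 from edgeR's quasi-likelihood test). NAC042 (AT2G43000, chromosome 2 from 17880457 to 17882636) rose from 8.49 ± 1.35 to 34.7 ± 3.45 normalized counts, a log2 fold change of 2.04 (adjusted p = 1.73e-06 from edgeR's quasi-likelihood test). WRKY33 and NAC042 also overlap a gene on the opposite strand. CYP79B3 (AT2G22330, chromosome 2 from 9488413 to 9491404), which acts upstream of camalexin and of indole glucosinolates, was lower in ibm1-1, with a log2 fold change of -0.56 (standard error 0.0448, adjusted p = 6.80e-12 from edgeR's quasi-likelihood test).

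**Figure D1:**
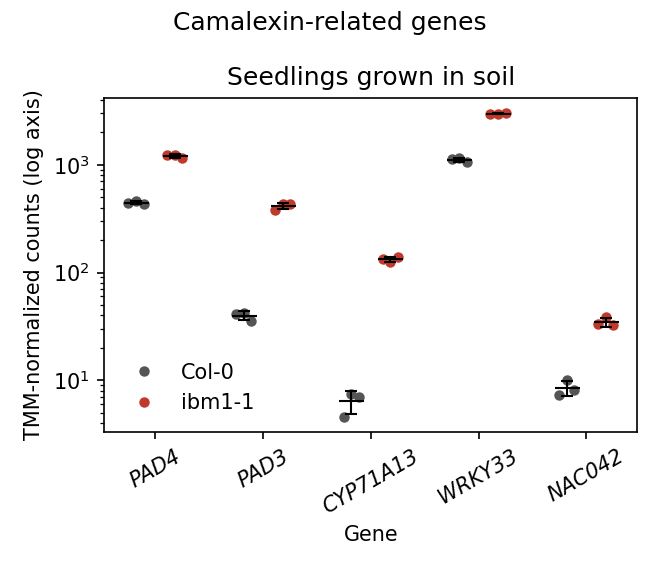
TMM-normalized counts, on a log axis, of 5 camalexin-related genes in the 3 Col-0 (grey) and 3 ibm1-1 (red) replicates grown in soil. Horizontal bars are means and error bars the SD, and for each gene the ibm1-1 replicates lie above the Col-0 replicates.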

Indole phytoalexins, including camalexin, are plant antimicrobial metabolites [28]. Thus, the transcriptional induction of phytoalexin biosynthesis indicated that IBM1 dysfunction activates both phytohormone-mediated and metabolite-mediated defense. The *ibm1-1* mutation upregulated a group of 16 genes involved in biosynthesis of flavonoids including anthocyanins (Fig. S5C; Dataset S2). This pattern implied stress responses in the *ibm1-1* plants, since elevated accumulation of flavonoids is a common indicator of plant stress responses [29]. These results collectively suggested that IBM1 dysfunction causes activated defense responses in the plant, thereby altering plant-microbe interactions and reshaping the root microbiota.

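A list of 18 genes of flavonoid and anthocyanin biosynthesis and its regulators, fixed in the same way as the SA list, had 14 genes tested in soil, and 4 of its genes were not in the soil counts. Of the 14 genes, 7 were higher DEGs and none was lower, and the median log2 fold change was 0.98 (adjusted p = 3.87e-05, camera in limma). At an adjusted p below 0.05 without the fold-change threshold, 12 genes were higher, and 12 adjusted over the list alone. The higher DEGs, named after their values were seen, were LDOX, with a log2 fold change of 1.80, DFR with 1.69, UF3GT with 1.47, GSTF12 with 1.44, 5MAT with 1.37, TT8 with 1.26 and PAP1 with 1.06. The early gene CHS, also named after its value was seen, had a log2 fold change of 0.90 (standard error 0.0689, adjusted p = 2.32e-12 from edgeR's quasi-likelihood test), below the fold-change threshold. Of the camera calls in soil, those on the SA and camalexin lists held under fry and under an estimated correlation (adjusted p = 0.00112 and 0.0295 in the latter, limma), while the flavonoid list held under fry (adjusted p = 4.60e-05, limma) and not under an estimated correlation (adjusted p = 0.0537, limma).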

**Fig. 2:**
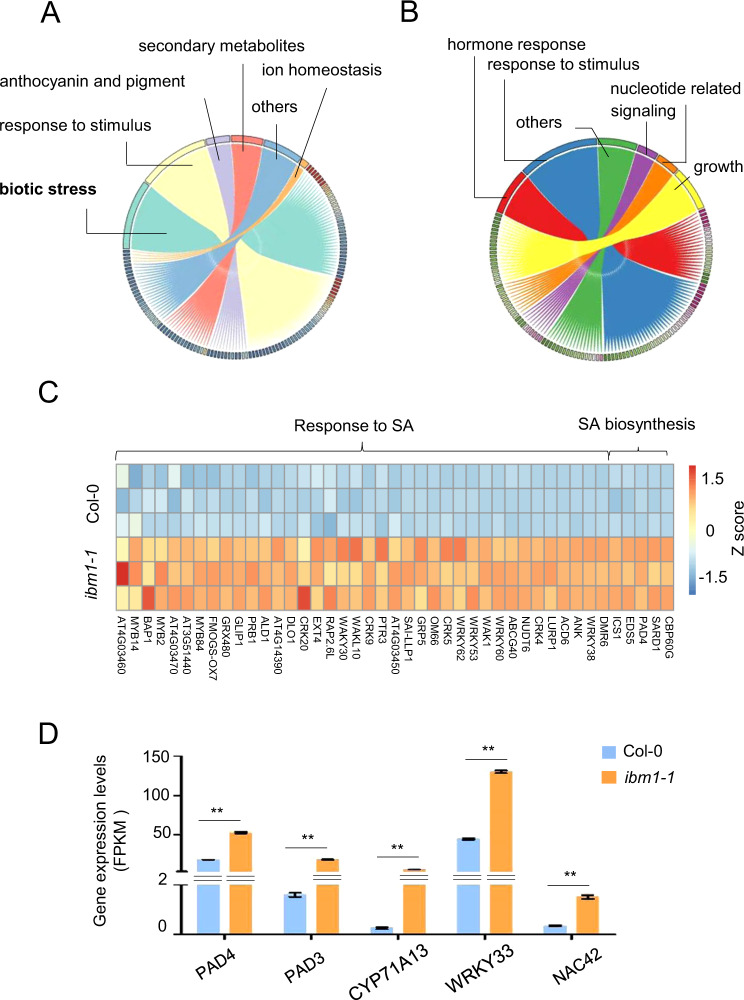
Transcriptome profiling disclosed plant autoimmunity caused by IBM1 dysfunction. The differentially expressed genes (DEGs; fold change ≥ 2, FDR ≤ 0.05) that were upregulated (**A**) and downregulated (**B**) in soil-grown *ibm1-1* compared to Col-0 were subject to the Gene Ontology (GO) analysis. The chord diagrams show the GO terms that link to their sub-classifications. The sub-classifications are labeled with GO ID that can be queried together with their corresponding DEGs in Dataset S2 (Sheets 3 and 5). **C** A heatmap of DEGs involved in SA signaling or biosynthesis. **D** Phytoalexin biosynthesis genes whose mRNA levels were increased by the *ibm1-1* mutation. Bars show the FPKM values from the RNA-seq results. Mean ± SE, *n* = 3 biological replicates. Double asterisks indicate statistical difference with *p* < 0.01 (Student’s *t*-test).

Because the plants were grown in non-sterile soil, it was possible that the defense responses in the *ibm1* mutant plants might result from microbial activation instead of directly from IBM1 dysfunction. To distinguish the two possibilities, we also performed RNA-seq to compare the transcriptomes of *ibm1-1* and Col-0 plants that were grown in sterile growth medium. 

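For the plants in sterile medium, Col-0 and ibm1-1 seedlings were harvested at 7 days, with 2 biological replicates per genotype. The authors cleaned the paired-end reads with Trimmomatic, mapped them to TAIR10 with HISAT and counted them per gene with htseq-count, and the deposited values are raw counts per gene. Of the genes counted in medium, 11690 are not listed in soil. The counts summed to 19924658 and 21411230 in the Col-0 replicates and to 19108010 and 18260809 in the ibm1-1 replicates, with medians of 20667944 and 18684409.5. The medium libraries were tested apart from the soil libraries, because age, read processing and growth differed between the experiments, and a filter on low counts left 20871 genes. The scaling factors lay between 0.989 and 1.02, and the biological coefficient of variation was 0.106. IBM1 had 493 and 536 normalized counts in the Col-0 replicates and 339 in each of the ibm1-1 replicates, a log2 fold change of -0.60 (standard error 0.119, adjusted p = 0.00722 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).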

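Of the 20871 genes tested in medium, 1154 were higher and 319 were lower in ibm1-1, a share of 78.3% higher, at a fold change above 2 and an adjusted p below 0.05 in edgeR's quasi-likelihood test. The replicates of the genotypes did not overlap for 12899 of the 20871 genes tested, while chance alone separates 2 replicates from 2 for 33.3% of genes. Without the fold-change threshold, 2391 genes were higher and 1622 lower. Leaving out 1 replicate in turn, which leaves a lone sample in its group that is assumed to vary like the other group, gave 947 to 1140 higher and 284 to 389 lower DEGs.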

A total of 1170 and 338 DEGs were identified as upregulated and downregulated (fold change > 2, FDR < 0.05) by the *ibm1-1* mutation (Dataset S2). 

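In medium, 9211 of the genes tested have a process term in the reference annotation, and 473 terms were tested against the DEGs with Fisher's exact test. Of the terms, 17 were enriched in the higher DEGs, and 8 of them name defence, immunity, other organisms, bacteria, fungi, chitin, wounding or SA. The term defense response held 66 higher DEGs among 285 genes, where 17.5 were expected (adjusted p = 2.68e-19, Fisher's exact test). Defense response to fungus held 14 of 60 genes, where 3.67 were expected (adjusted p = 8.81e-04, Fisher's exact test). In the lower DEGs, lipid transport was enriched, with 9 of 66 genes, where 0.910 were expected (adjusted p = 1.22e-04, Fisher's exact test). Soil went the other way for this term, which was enriched in the higher soil DEGs, with 17 of 70 genes, where 4.15 were expected (adjusted p = 6.96e-05, Fisher's exact test).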

Similar to the results of soil-grown plants, GO analysis highlighted GO enrichment of biotic stress-related processes in the upregulated DEGs but not the downregulated DEGs (Fig. S6A, B). 

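The 178 defense genes of Table S2 were selected in soil, so their values in medium come from other plants. Of the 164 genes tested in medium, 116 were higher DEGs, and 154 (93.9%) had a log2 fold change above 0, with a median of 1.78 (adjusted p = 1.75e-91, camera in limma). At an adjusted p below 0.05 without the fold-change threshold, 125 were higher and 3 were lower, and adjusted over the list alone 143 were higher and 3 were lower. PDF1.5 and AT3G05727 were lower DEGs, with log2 fold changes of -1.12 and -1.62 (adjusted p = 0.0305 and 0.00177 from edgeR's quasi-likelihood test). PDF1.5 lost its call with DESeq2 (adjusted p = 0.126) and without Col-0 replicate 1, Col-0 replicate 2 or ibm1-1 replicate 1 (adjusted p = 0.0720, 0.123 and 0.163 from edgeR's quasi-likelihood test). Over its alternatives the adjusted p ranged from 0.0106 to 0.163. Of the 22 SA genes tested, 12 were higher DEGs and none was lower, with a median log2 fold change of 1.29 (adjusted p = 6.90e-25, camera in limma). Without the fold-change threshold 15 SA genes were higher, and 18 adjusted over the list alone. ICS2, the lower DEG in soil, had a log2 fold change of -0.81 in medium (standard error 0.445, adjusted p = 0.233 from edgeR's quasi-likelihood test). It was lower with the replicate block (-0.91, adjusted p = 0.0420 from edgeR's quasi-likelihood test) and a lower DEG without ibm1-1 replicate 1 (-1.98, adjusted p = 0.00175 from edgeR's quasi-likelihood test). Over its alternatives the adjusted p ranged from 0.00175 to 0.799. PR1 had 3 counts in the Col-0 replicates together and 1426 in the ibm1-1 replicates, a ratio of normalized counts of 535 with a 95% interval from counting error of 183 to 2599. ICS1 rose from 93.9 ± 11.9 to 181 ± 33.5 normalized counts (SD, n = 2), with a log2 fold change of 0.94 (standard error 0.195, adjusted p = 0.00903 from edgeR's quasi-likelihood test), below the fold-change threshold. Of the 12 genes with the term systemic acquired resistance, 3 were higher DEGs, where 0.735 were expected (adjusted p = 0.424, Fisher's exact test).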

The group of 206 upregulated defense DEGs include 43 DEGs that were related to biosynthesis of or responses to SA (Fig. S6C, D), as well as 18 DEGs that highlighted the activation of SAR (Fig. S6E). In addition, GO enrichment of upregulated DEGs involved in indole phytoalexin biosynthetic process (5/14, FDR = 0.019) and flavonoids biosynthesis (17/93, FDR = 0.000061) was also observed in the *ibm1-1* plants grown under the sterile conditions (Fig. S6F, G). Therefore, IBM1 dysfunction causes plant autoimmunity, since the transcriptional activation of defense responses in the *ibm1* mutants do not require external biotic stimuli.

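The camalexin list held 6 higher DEGs among its 10 genes in medium and no lower DEG, with a median log2 fold change of 2.05 (adjusted p = 3.09e-15, camera in limma). At an adjusted p below 0.05 without the fold-change threshold 9 genes were higher, and 10 adjusted over the list alone. PAD3 rose from 174 ± 119.9 to 1046 ± 342 normalized counts (SD, n = 2), a log2 fold change of 2.60 (standard error 0.380, adjusted p = 0.00150 from edgeR's quasi-likelihood test). This value lay between 2.01 and 3.55 with each replicate left out. CYP71A13, which overlaps a gene on the opposite strand, had a log2 fold change of 3.05 (standard error 0.605, adjusted p = 0.00750 from edgeR's quasi-likelihood test) and was not called by DESeq2 (adjusted p = 0.183, with a range over the alternatives of 4.61e-12 to 0.183). Its Col-0 replicates had 27 and 2 counts. The log2 fold change was 2.09 without Col-0 replicate 2 and 5.90 without Col-0 replicate 1. NAC042, which also overlaps such a gene, lost its call when Col-0 replicate 2 was left out (adjusted p = 0.0802 from edgeR's quasi-likelihood test, with a range over the alternatives of 1.43e-04 to 0.0802). For the 18 flavonoid genes, 6 were higher DEGs and the median log2 fold change was 0.25, and the set was not past the threshold (adjusted p = 0.123, camera in limma), although it was without Col-0 replicate 1 (adjusted p = 2.15e-11, camera in limma), without ibm1-1 replicate 1 (adjusted p = 0.0465, camera in limma) and without ibm1-1 replicate 2 (adjusted p = 3.18e-06, camera in limma). Over its other alternatives the adjusted p of this set ranged from 0.0177 to 0.576 (camera in limma). The 6 higher DEGs were more than the 0.995 expected by chance (odds ratio 8.58, adjusted p = 6.87e-04, Fisher's exact test). DFR, LDOX and TT8, named after their values were seen, had log2 fold changes of 2.01, 2.02 and 1.49. Without the fold-change threshold 6 flavonoid genes were higher, and adjusted over the list alone 7 were higher and 2 were lower. Of the camera calls in medium, those on the SA list and on Table S2 held under fry and under an estimated correlation, and the camalexin list held under fry (adjusted p = 0.0190, limma) and not under an estimated correlation (adjusted p = 0.0943, limma).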

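The DEGs of both experiments were compared over the 19631 genes tested in each, which share no libraries. Of the 1027 genes higher in soil and the 1018 higher in medium, 548 were higher in both, where 53.3 were expected by chance (odds ratio 44.1, Fisher's exact test), which is 53.4% of the soil genes. Of the 421 lower DEGs in soil and 256 in medium, 61 were lower in both, where 5.49 were expected (odds ratio 16.5, p = 3.37e-46, Fisher's exact test). In the opposite directions, 19 genes were higher in soil and lower in medium (p = 0.119, Fisher's exact test) and 26 were lower in soil and higher in medium (p = 0.373, Fisher's exact test). Over the alternatives the shared higher DEGs ranged from 202, when only genes with a mean CPM of at least 5 in medium were tested, to 804. The shared lower DEGs ranged from 23, with that filter in either experiment, to 140, without the fold-change threshold in soil. The log2 fold changes correlated across genes with Pearson's r of 0.578, where genes are not independent replicates. Of the higher soil DEGs, 879 (85.6%) had a log2 fold change above 0 in medium, with a median of 1.22, and of the lower soil DEGs 244 (58.0%) were below 0, with a median of -0.20. Among the defense genes of Table S2, 115 were higher DEGs in both experiments. From the transcriptional activation of defense genes in plants without external biotic stimuli, the paper concludes that IBM1 dysfunction causes autoimmunity.

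**Figure D2:**
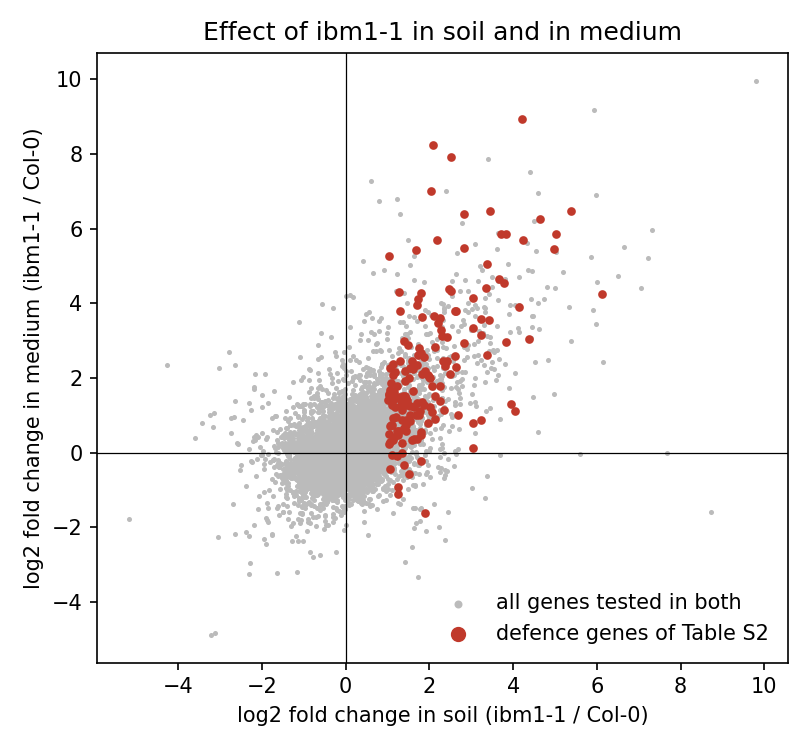
Log2 fold change of ibm1-1 over Col-0 in soil (horizontal axis) and in medium (vertical axis) for each of the 19631 genes tested in both experiments (grey), with the defense genes of Table S2 in red. The defense genes lie right of 0 by their selection in soil, and 93.9% of those tested in medium lie above 0.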

### IBM1 dysfunction induces epigenetic changes permissive for transcription of key defense genes

Dysfunction of IBM1 causes transcriptional repression due to aberrant accumulation of H3K9me2, which can direct enzymatic removal of gene body H3K4me1, a histone modification for active transcription [24]. Given the molecular function of IBM1, we deduced that the transcriptional upregulation of the defense DEGs is a consequence of altered epigenetic features in the *ibm1* mutants. To investigate the potential epigenetic regulation of the defense DEGs, we analyzed the enrichment of H3K9me2, H3K4me1, H3K4me2, and H3K4me3 at the 178 defense DEGs by using a previously reported *ibm1* ChIP-seq (chromatin immunoprecipitation-sequencing) dataset (DDBJ: DRA005154) [24]. None of the examined histone marks showed an overall correlation with all the defense DEGs (Fig. 3A). However, changes in single or multiple histone modifications were observed at 32 individual loci of the defense DEGs, including their upstream and downstream 1 kb regions (Table S2). These loci include 9 and 9 DEGs with increased and decreased H3K9me2, respectively; meanwhile, increased and decreased levels of H3K4me1/2/3 were observed at 14 and 3 defense DEGs, respectively (Fig. S7; Table S2). Importantly, the level of the repressive H3K9me2 was decreased by IBM1 dysfunction at the promoter of *OM66* (*Outer Mitochondrial membrane protein of 66* *kDa*) (Fig. 3B), of which overexpression causes constitutive induction of SA-dependent defense gene expression and increased resistance to *P. syringae* [30]. IBM1 dysfunction also causes decreased H3K9me2 in the promoter region of *SIB1* (*SIGMA FACTOR BINDING PROTEIN 1*) (Fig. S7A), a plant defense regulator whose overexpression leads to enhanced resistance to *P. syringae* and the necrotrophic pathogen *Botrytis cinerea* [31, 32]. In addition, the level of the permissive H3K4me3 was increased by IBM1 dysfunction within the gene body region of *RLP23* (*Receptor-like protein 23*) (Fig. 3C), which mediates plant immune activation in response to multiple microbial species [33]. Increased levels of gene body H3K4me3 were also induced by IBM1 dysfunction at the loci of *DHYPRP1* (*DOUBLE HYBRID PROLINE-RICH PROTEIN 1*) and *CRK45* (*Cysteine-rich Receptor-like protein Kinase 45*) (Fig. S7B). Overexpression of CRK45 in *Arabidopsis* increased expression of defense genes and enhanced resistance to *P. syringae* [34], while AtDHYPRP1 overexpressing lines exhibited enhanced resistance to *P. syringae* [35]. These findings demonstrate that IBM dysfunction leads to permissive chromatin environments for transcription of multiple important defense genes, thereby at least partially explaining the altered immune responses and root microbiota in the *ibm1* mutants.

**Fig. 3:**
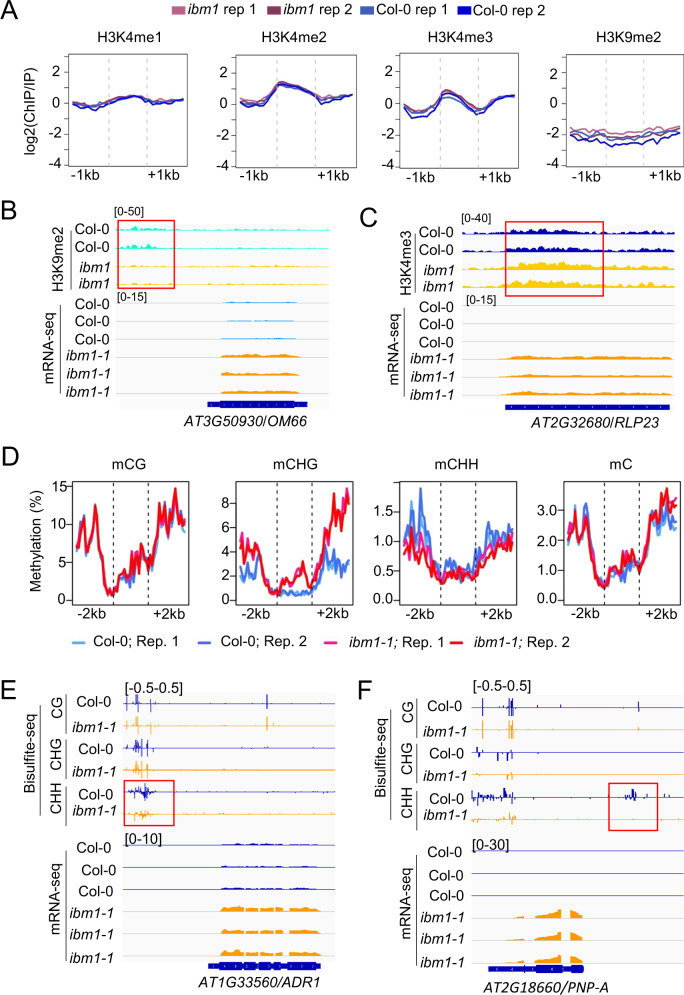
Epigenome analyses identified *ibm1* mutation-induced changes permissive for transcription of important defense genes. **A** The overall patterns of H3K4me1, H3K4me2, H3K4me3, and H3K9me2 levels at the 178 defense DEGs and the vicinity regions (up- and downstream of 1 kb). The original ChIP-seq data were downloaded from DDBJ (DRA005154) as generated previously (22). **B** IBM1 dysfunction decreases H3K9me2 level at the gene promoter of *OM66* and increases the mRNA level of *OM66*. Snapshots from ChIP-seq and RNA-seq are shown. The red box indicates the region with altered H3K9me2 levels. **C** IBM1 dysfunction increases H3K4me3 level at the gene body region of *RLP23* and increases the mRNA level of *RLP23*. **D** The overall patterns of DNA methylation levels at the 178 defense DEGs and the vicinity regions (up- and downstream of 2 kb). **E** IBM1 dysfunction decreases DNA methylation level at the promoter region of *ADR1* and increases the mRNA level of *ADR1*. Snapshots from whole-genome bisulfite sequencing and RNA-seq are shown. The red box indicates the gene promoter region with altered CHH methylation levels. **F** IBM1 dysfunction decreases DNA methylation level at the promoter region of *PNP-A* and increases the mRNA level of *PNP-A*.

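OM66 (AT3G50930, chromosome 3 from 18929526 to 18932181 of TAIR10.1), which encodes a protein of the outer mitochondrial membrane, rose in soil from 221 ± 11.8 to 752 ± 48.5 normalized counts (SD, n = 3), a log2 fold change of 1.76 (standard error 0.0731, adjusted p = 1.03e-18 from edgeR's quasi-likelihood test). With each replicate left out in turn, its log2 fold change lay between 1.71 and 1.81. In medium it was 2.81 (standard error 0.217, adjusted p = 3.76e-05 from edgeR's quasi-likelihood test, 2 replicates per genotype). It lay between 2.45 and 3.26 with each replicate left out.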

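RLP23 (AT2G32680, chromosome 2 from 13859769 to 13862614) overlaps VAMP725 on the opposite strand, so its counts are uncertain where the counting did not use strand. In soil it rose from 80.0 ± 12.0 to 1033 ± 54.0 normalized counts (SD, n = 3), with a log2 fold change of 3.67 (standard error 0.0868, adjusted p = 1.24e-24 from edgeR's quasi-likelihood test). ADR1 (AT1G33560, chromosome 1 from 12168768 to 12172119) rose from 267 ± 51.9 to 780.2 ± 34.9 normalized counts, with a log2 fold change of 1.54 (standard error 0.0837, adjusted p = 7.41e-16 from edgeR's quasi-likelihood test). In medium, the log2 fold changes of RLP23 and ADR1 were 4.64 and 1.24 (adjusted p = 8.87e-06 and 2.84e-04 from edgeR's quasi-likelihood test). With each replicate left out they lay between 4.24 and 5.15 for RLP23 and between 1.09 and 1.39 for ADR1.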

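PNP-A (AT2G18660, chromosome 2 from 8089411 to 8091736) had 20.3 ± 3.22 normalized counts (SD, n = 3) in Col-0 and 645 ± 24.4 in ibm1-1 grown in soil, a log2 fold change of 4.96 (standard error 0.119, adjusted p = 1.74e-24 from edgeR's quasi-likelihood test). In medium, where Col-0 had 5 counts in all, the log2 fold change was 5.47 (standard error 0.380, adjusted p = 2.18e-05 from edgeR's quasi-likelihood test).

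**Figure D3:**
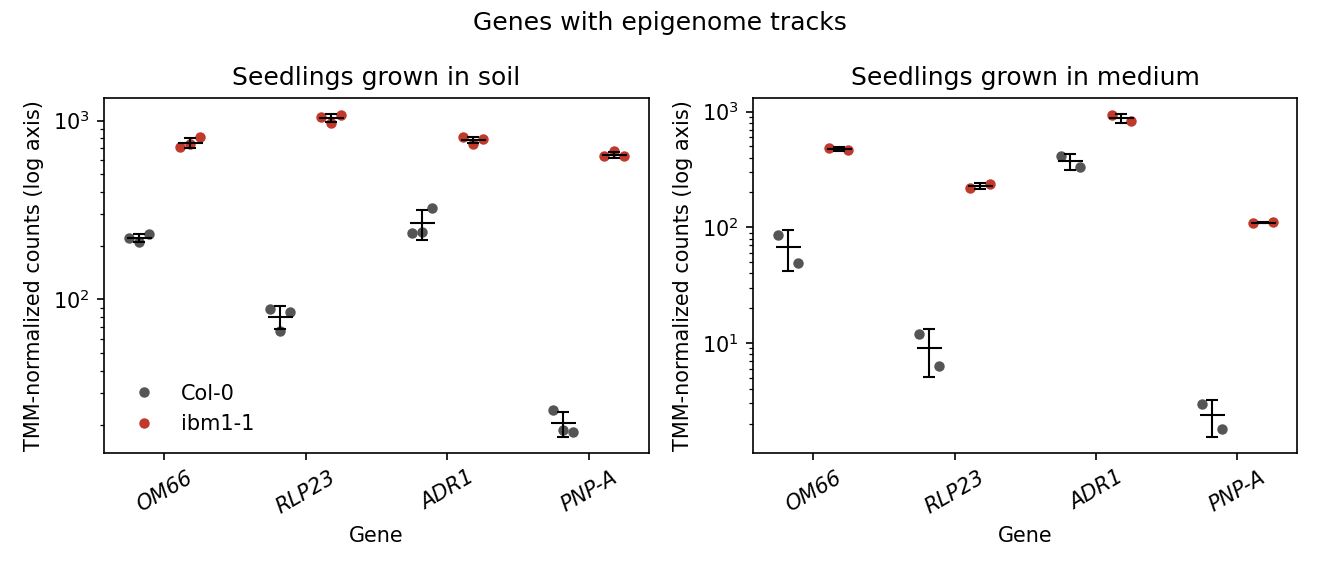
TMM-normalized counts, on a log axis, of OM66, RLP23, ADR1 and PNP-A in Col-0 (grey) and ibm1-1 (red), with 3 replicates per genotype in soil and 2 in medium. Horizontal bars are means and error bars the SD, and for each gene the ibm1-1 replicates lie above the Col-0 replicates.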

To investigate whether DNA methylation plays a role in the upregulation of defense DEGs, we performed whole-genome bisulfite sequencing to investigate *ibm1* methylome by using the same soil-grown plant samples as for RNA-seq. Dysfunction of IBM1 results in 14621 hyper DMRs (differentially methylated regions) and 853 hypo DMRs (Dataset S3). The overwhelming majority of hyper DMRs were CHG hypermethylation that locates in protein-coding gene regions (Fig. S8A). In contrast, the hypo DMRs were mostly contributed by CHH hypomethylation, which showed a preference to promoter regions (38.1%) compared to the other types of regions, including intergenic regions (25.1%), protein-coding regions (17.9%), and transposable elements (18.9%) (Fig. S8B).

At the 178 defense DEG loci, the average levels of CHG methylation and CHH methylation were increased and decreased, respectively, in *ibm1-1* compared to Col-0 (Fig. 3D). While CHG cytosines generally show higher methylation levels than CHH cytosines, these defense DEG loci harbor more CHH cytosine than CHG cytosine; as a result, the average levels of total cytosine methylation were similar between *ibm1-1* and Col-0 at these loci(Fig. 3D). Although the transcriptional upregulation of the defense DEGs did not show an overall correlation with total DNA methylation levels, it appeared to be positively correlated with CHG hypermethylation and/or CHH hypomethylation. Examinations of individual locus revealed CHH hypomethylation at the promoter regions of 23 defense DEGs loci (Table S2). 

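WAKL10 (AT1G79680, chromosome 1 from 29979973 to 29982819) had 40.4 ± 11.2 normalized counts (SD, n = 3) in soil-grown Col-0 and 145 ± 22.1 in ibm1-1, a log2 fold change of 1.80 (standard error 0.172, adjusted p = 3.36e-10 from edgeR's quasi-likelihood test). RMG1 (AT4G11170, chromosome 4 from 6811103 to 6817339) is a low-count gene, with 17 counts over the Col-0 replicates and 63 over the ibm1-1 replicates in soil, and its log2 fold change was 1.74 (standard error 0.467, adjusted p = 0.00246 from edgeR's quasi-likelihood test). The Col-0 replicates had 0, 7 and 10 counts, and the log2 fold change was 1.07 without Col-0 replicate 1 and 2.39 without Col-0 replicate 3. RMG1 was not called by DESeq2 (adjusted p = 0.163) or after quantile normalization (adjusted p = 0.0640, limma), and over the alternatives its adjusted p ranged from 7.37e-04 to 0.163. In medium, RMG1 had 3 counts in Col-0 and 50 in ibm1-1, a ratio of normalized counts of 18.8 with a 95% interval from counting error of 6.06 to 94.1. All 3 counts were in Col-0 replicate 2, and without it no Col-0 count remains. Without Col-0 replicate 1 the log2 fold change was 3.24. For WAKL10 the log2 fold change in medium was 4.29 (adjusted p = 0.00176 from edgeR's quasi-likelihood test), and DESeq2 did not call it (adjusted p = 0.0863, with a range over the alternatives of 4.80e-11 to 0.0863). Its Col-0 replicates in medium had 6 and 0 counts. The log2 fold change was 3.25 without Col-0 replicate 2 and 8.85 without Col-0 replicate 1. In the latter case no Col-0 count remains, and the fold has no upper bound.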

Particularly, IBM1 dysfunction caused DNA hypomethylation in the promoters of the upregulated DEGs including *WAKL10* (wall-associated kinase-Like 10), *PNP-A* (Plant Natriuretic Peptide A), *ADR1* (Activated Disease Resistance 1), and *RMG1* (Resistance Methylated Gene 1) (Fig. 3E, F; Fig. S8C, D). The *Arabidopsis* null mutant *wakl10* plants exhibited increased susceptibility to *P. syringae* [36]; while overexpression of PNP-A in *Arabidopsis* increased expression of defense genes and enhanced resistance to *P. syringae* [37]. Overexpression of ADR1 in *Arabidopsis* resulted in constitutive activation of SA-dependent defense responses and increased resistance against several biotrophic pathogens [38]. In particular, DNA hypomethylation in the promoter region of *RMG1* has been shown to promote its gene expression and plant resistance to *P. syringae* [13]. Therefore, the transcriptional activation of defense responses by IBM1 dysfunction can be at least partially attributed to direct epigenetic regulation. 

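Of the genes with altered histone marks, SIB1 (AT3G56710, chromosome 3 from 21006638 to 21008068) rose in soil from 369 ± 19.6 to 763 ± 43.5 normalized counts (SD, n = 3), a log2 fold change of 1.05 (standard error 0.0661, adjusted p = 2.74e-14 from edgeR's quasi-likelihood test). CRK45 (AT4G11890, chromosome 4 from 7147865 to 7149942), which overlaps AT4G11900 on the opposite strand, rose from 148 ± 8.24 to 644 ± 50.1 normalized counts, with a log2 fold change of 2.11 (standard error 0.0828, adjusted p = 2.47e-19 from edgeR's quasi-likelihood test). The log2 fold changes in medium were 2.25 for SIB1 and 3.65 for CRK45 (adjusted p = 1.38e-04 and 6.16e-05 from edgeR's quasi-likelihood test). With each replicate left out they lay between 2.19 and 2.32 for SIB1 and between 3.15 and 4.35 for CRK45.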

Gene induction of these four DEGs, together with *OM66* and the other defense DEGs associated permissive histone modifications, collectively demonstrate a strong impact of IBM1 dysfunction on plant immune responses.

### IBM1 dysfunction causes opposite impacts on plant responses to pathogenic and beneficial bacteria

To examine the impacts of IBM1 dysfunction on plant disease resistance, we compared the *ibm1* mutants with wild type plants in response to *P. syringae* pv. *tomato* DC3000 (*Pst*. DC3000). Consistent with the transcriptional activation of defense responses, the *ibm1* mutants showed increased disease resistance, as indicated by the lower levels of pathogen infection and the resultant disease symptom (Fig. 4A, B). The increased disease resistance was further supported by the enhanced activation of MPK3 and MPK6, which are two immune-related MAP kinases critical for robustness of the immune signaling network [39, 40], in the *ibm1* mutants challenged by the bacterial flagellin epitope flg22, a pathogen-associated molecular pattern (PAMP) that elicits PAMP-triggered immunity (PTI) (Fig. 4C). Consistently, flg22 induced higher levels of the PTI marker gene *FRK1* in the *ibm1* mutants than the wild type plants (Fig. S9A). Compared to wild-type plants, the *ibm1* mutants showed lower levels of reactive oxygen species (ROS) in response to flg22 (Fig. S9B), indicating that ROS burst is not a key factor for the increased disease resistance in *ibm1*. Given that IBM1 dysfunction causes activation of SA-mediated defense responses and the enhancement of plant resistance to *Pst*. DC3000, it appears that the *ibm1* mutants resemble the *Arabidopsis sik1* mutants, which also showed decreased ROS levels in response to flg22 but enhanced resistance to *Pst*. DC3000 due to strong activation of SA-mediated defense [41].

**Fig. 4:**
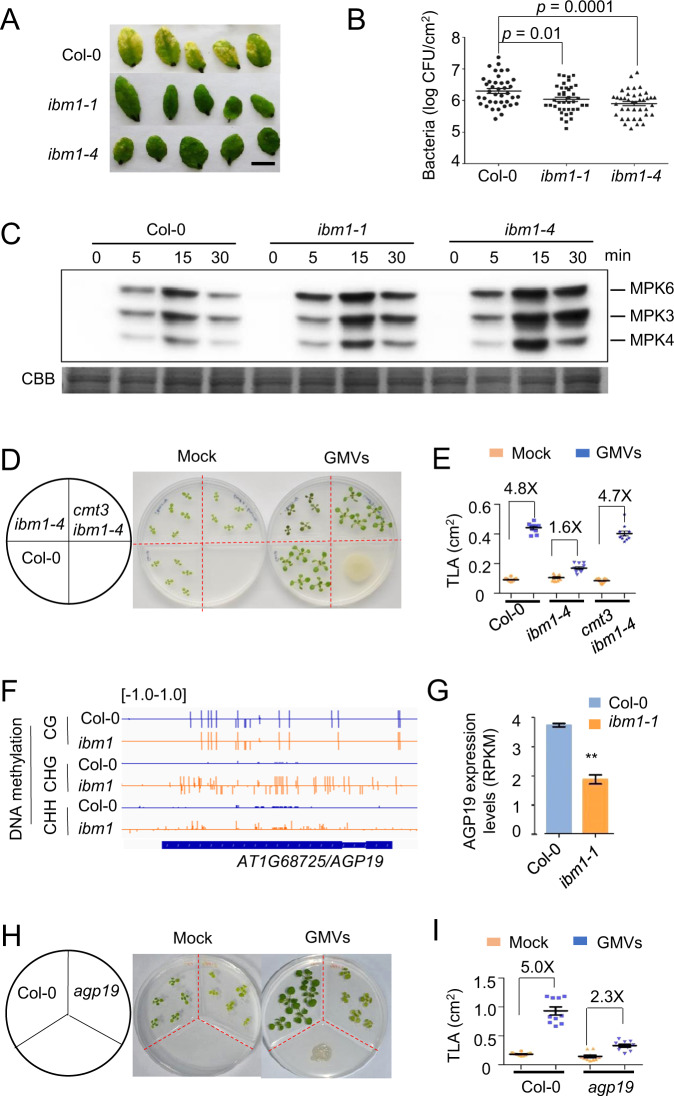
IBM1 dysfunction increases plant disease resistance and impairs growth promotion triggered by beneficial bacteria. **A** The disease resistance phenotype of *ibm1-1*, *ibm1-4*, and Col-0. Five-week-old plants were injection-inoculated with *Pst*. DC3000 (10^5^ cfu/mL). The leaves shown were photographed at 5 dpi (days post inoculation). Scale bar = 1 cm. **B** Bacterial growth of *Pst*. DC3000 on plants at 3 dpi. Mean ± SE, *n* = 40 individual plants. Student’s *t*-test *p* values are shown. **C** Flg22-induced MPK3/MPK6 phosphorylation is enhanced by IBM1 dysfunction. Kinase assays were performed with samples harvested at 0, 5, 15, and 30 min after the flg22 treatments. Two independent experiments were performed with similar results. **D** IBM1 dysfunction impairs plant growth promotion triggered by GB03-produced microbial volatiles (GMVs); the impairment can be rescued by a second mutation of *cmt3* in the *ibm1* mutant. Images were taken at 7 days after treatment (DAT). Red-dotted lines indicate inner plastic partitions that divide the plate into four parts. **E** Quantification of total leaf area per seedling (TLA) of the plants at 7 DAT. Mean ± SE, *n* = 15. All fold changes are associated with statistical significance of *p* < 0.01 (Student’s *t*-test). **F** IBM1 dysfunction increases DNA methylation levels in the CHG and CHH contexts at the *AGP19* locus. A snapshot from whole-genome bisulfite sequencing is shown. **G** IBM1 dysfunction decreases the mRNA level of *AGP19*. Bars show the FPKM values from the RNA-seq results. Mean ± SE, *n* = 3 biological replicates. Double asterisks indicate statistical difference with *p* < 0.01 (Student’s *t*-test). **H** The *agp19* null mutant showed impaired plant growth promotion by GMVs. Images were taken at 7 days after treatment (DAT). **I** Quantification of total leaf area per seedling (TLA) of the plants at 7 DAT. Mean ± SE, *n* = 15. All fold changes are associated with statistical significance of *p* < 0.01 (Student’s *t*-test).

To further investigate the impacts of IBM1 dysfunction on plant-microbe interactions, plants were exposed to *Bacillus amyloliquefaciens* GB03, a plant-beneficial bacterium capable of triggering plant growth promotion through volatile emissions [42]. IBM1 dysfunction strongly impaired plant growth promotion triggered by GB03-produced microbial volatiles (GMVs), whereas a second mutation in either the H3K9 methylase *KYP/SUVH4* or the CHG DNA methylase *CMT3* restored the plant growth promotion (Fig. 4D, E; Fig. S10A, B), further demonstrating the importance of epigenetic regulation on plant-microbe interactions. Suppression of the GMV-triggered plant growth-promotion was mimicked by exogenous applications of SA and JA (Fig. S10C, D), supporting a role of the activated defense responses by IBM1 dysfunction in antagonizing plant growth-promotion.

IBM1 dysfunction caused CHG and CHH hypermethylation across the locus of *AGP19* (Arabinogalactan protein 19), concomitant with downregulated gene expression of *AGP19* (Fig. 4F, G). 

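AGP19 (AT1G68725, chromosome 1 from 25809298 to 25810130), which encodes an arabinogalactan protein, was not a DEG in soil. It had 36.7 ± 2.90 normalized counts (SD, n = 3) in Col-0 and 28.0 ± 6.72 in ibm1-1 grown in soil. Its log2 fold change was -0.38 (standard error 0.237, adjusted p = 0.185 from edgeR's quasi-likelihood test). With each replicate left out this value lay between -0.56 and -0.22. Its adjusted p in soil ranged from 0.00864 (quantile normalization, limma) to 0.513 (edgeR's quasi-likelihood test, with a replicate left out). In medium AGP19 was a lower DEG, with 54.7 ± 1.28 normalized counts (SD, n = 2) in Col-0 and 27.1 ± 3.22 in ibm1-1. Its log2 fold change there was -1.01 (standard error 0.281, adjusted p = 0.0333 from edgeR's quasi-likelihood test). The call in medium was lost with DESeq2 (adjusted p = 0.139) and without any 1 of the 4 libraries, with adjusted p from 0.0532 without ibm1-1 replicate 2 to 0.163 without ibm1-1 replicate 1 in edgeR's quasi-likelihood test. Over the alternatives its adjusted p ranged from 0.0132 to 0.163 in medium.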

Dysfunction of AGP19 resulted in pleiotropic phenotype including abnormal cell expansion [43], whereas GMV-triggered plant growth-promotion involves leaf cell expansion [42]. Thus, we examined a null T-DNA knockout mutant of AtAGP19. Compared to the wild-type plants, *agp19* showed substantially reduced plant growth promotion in response to GMVs (Fig. 4H, I). Therefore, in addition to epigenetic activation of the defense DEGs, epigenetic suppression of AGP19 likely also contributes to the altered plant-microbe interactions in the *ibm1* mutants.

## Discussion

Important roles of epigenetic regulation have been implicated in plant-microbe interactions and the mechanisms are becoming increasingly clear [13, 44, 45]. Nonetheless, little is known about whether and how the assembly of plant-associated microbiota may be controlled by epigenetic regulation. Our findings in this study demonstrate a crucial role of IBM1-dependent epigenetic regulation in shaping root microbiota. In addition, our results of mechanistic investigations highlight a combination of key defense regulators, of which gene induction can be attributed to or correlated with direct epigenetic regulation, resulting in alterations in plant interactions with both pathogenic and beneficial bacteria.

CHH hypomethylation was observed at the promoter regions of several key defense regulators such as *ADR1* and *RMG1*, which concomitantly showed gene upregulation in the *ibm1* mutants. DNA methylation in the asymmetric CHH context is established through the RdDM pathway [12]. Because *A. thaliana* mutants with defects in the canonical RdDM pathway showed similar root microbiota as the wild-type plants [21], we wondered whether defects in the RdDM pathway would also lead to transcriptional upregulation of those defense regulators. Quantitative RT-PCR measurements showed that, among those nine defense regulators (WAKL10, OM66, RLP23, ADR1, CRK45, SIB1, RMG1, DHYPRP1, and PNP-A), eight genes showed no increased expression in the *Arabidopsis nrpd1-3* or *nrpe1-11* mutants (Fig. S11A), which are defective in RNA polymerase IV (Pol IV) and Pol V, respectively, two core components of the canonical RdDM pathway; meanwhile DHYPRP1 showed increased gene expression in *ibm1-1* and *nrpe1-11*, but not *nrpd1-3* (Fig. S11A). In addition, unlike *ibm1* mutants, the *nrpd1-3* and *nrpe1-11* mutants showed similar plant growth promotion as wild-type plants in response to GMVs (Fig. S11B, C). Simultaneous alterations in DNA methylation and histone modifications can be more effective than single modifications or even necessary for epigenetic gene regulation [22, 23]. Because the defects in RdDM are not sufficient to cause gene induction of the defense regulators, it is likely that epigenetic upregulation of those genes additionally (or solely) requires changes in certain histone marks, which may be present in the *ibm1* mutants but not the RdDM mutants. Nonetheless, the differential regulation of these key defense genes demonstrates that IBM1 has stronger impacts on plant defense than Pol IV and Pol V, and that the strong impacts on plant-microbe interactions by IBM1 dysfunction should be attributed to a combinational outcome of gene induction of the defense regulators.

SA-mediated plant defense was activated in the *ibm1* mutants (Fig. 2; Figs. S5, S6), meanwhile the enrichment of *Pseudomonadaceae* and *Oxalobacteraceae* was increased and decreased, respectively, in both the rhizosphere and the endosphere in the *ibm1* mutants compared to wild type plants (Fig. 1). SA-dependent immune signaling modulates root colonization by specific bacteria families [46]. In particular, increased microbiota enrichment of *Pseudomonadaceae* was observed in the *cpr1* and *cpr5* mutants, both of which constitutively activate SA-dependent defense signaling; whereas decreased enrichment of *Oxalobacteraceae* was observed in the mutant *pad4* that has defective SA signaling [46]. Therefore, it is likely that the activated SA signaling is causal to the modulation of *Pseudomonadaceae* and *Oxalobacteraceae* in the *ibm1* mutants. In addition, IBM1 dysfunction transcriptionally upregulates a group of genes responsible for the production of camalexin (Fig. 2D; Fig. S6G), which is a major defense metabolite that can be secreted to inhibit pathogen growth [47]. Moreover, the downregulation of *AGP19* in *ibm1* mutants also contributes to the interrupted interactions between the plant and the beneficial bacteria. Thus, IBM1-dependent epigenetic regulation plays a crucial role in mediating multiple mechanisms underlying plant-microbe interactions.

In this study, we found that *IBM1* dysfunction enhanced plant resistance to the pathogen *P. syringae*. This phenotype is consistent with the *ibm1* transcriptome that showed autoimmunity in both the soil-grown plants and the plants grown in sterilized medium. Particularly, the enhanced disease resistance is consistent with the *ibm1* mutation-induced upregulation of the defense-related genes such as *OM66*, *PNP-A*, and *RMG1*, whose elevated gene expression has been shown to increase plant resistance to *P. syringae* [13, 30, 37]. In addition, the flg22-treated *ibm1* mutants showed stronger activation of MPK3/4/6 and stronger induction of *FRK1* compared to the wild-type plants. These enhanced PTI responses also support the enhanced plant disease resistance. Because *IBM1* dysfunction causes defects in the production of stomatal lineage cells [48], our study used the leaf-infiltration method for the *P. syringae* treatments. We observed that the *ibm1* mutants, compared to the wild-type plants, had less intensive yellow color (i.e., chlorosis) that is typical to *P. syringae*-triggered disease. Intriguingly, the *ibm1* mutants treated with *P. syringae* by leaf-dipping were reported to show decreased disease resistance, as shown by the more intensive brownish color on the *ibm1* leaves than the wild-type leaves [49]. While the discrepancy between our study and Chan et al. [49] may result from different experimental systems, the different observations suggest that the impacts of *IBM1* dysfunction on plant defense can be influenced by certain unidentified factors.

Genome-wide disturbance of epigenetic patterns can result in pleiotropic morphological phenotypes that accumulate during propagation of the mutants, such as *ddm1*, *met1*, and *ibm1* [26, 50, 51]. Plant interactions with the root microbiome are affected by not only in planta immunity but also the root morphology and root exudates. In addition, mutations in IBM1 cause developmental defects in stomata [48]. If this affects gas exchange for photosynthesis, it probably would cause changes in the quantity/composition of the photosynthates secreted from the root, thereby contributing to the changes in the root microbiome. Therefore, it is not surprising to see variations in root microbiome compositions between different *ibm1* mutant alleles; meanwhile, the comparison between different alleles would help increase the confidence in identifying the bacteria community members that are truly affected by IBM1, since they are commonly present in the two different mutant alleles.

The dysfunction of IBM1 results in genome-wide disruptions in the methylome, the transcriptome, and consequently the pleiotropic phenotype including the elevated plant defense. Our attempts in finding a master regulator that is directly targeted by IBM1 did not succeed; instead, we identified a group of DEGs that are known to be important for plant defense and that showed epigenetic alterations in the *ibm1* mutants. We deduced that the transcriptional alterations in this group of defense-related genes jointly mediate, at least partially, the elevated defense in the *ibm1* mutants. In addition, genetic disruptions in the canonical RdDM pathway did not mimic IBM1 dysfunction in causing either the transcriptional regulation of these defense-related genes or the impacts on the plant-microbe interactions, indicating that the defense-related impacts observed in *ibm1* are not common outcomes from epigenomic disruptions. While all the impacts on plant-microbe interactions in *ibm1* certainly originated from a loss of the IBM1-dependent epigenetic regulation, it remains unclear how the immediate impacts of IBM1 dysfunction eventually leads to the pleiotropic effects.

## Conclusions

The histone demethylase IBM1 in *A. thaliana* has strong influences on the assembly of root microbiota, as explained by its essential role in preventing SA-mediated autoimmunity. In particular, dysfunction of IBM1 leads to epigenetic modifications that are permissive for gene transcription at the loci of a group of important defense regulators. Concomitantly, dysfunction of IBM1 displayed strong impacts on plant binary relations with either pathogenic or beneficial bacteria. Our comprehensive analyses demonstrate the strong and broad impacts of epigenetic regulation on plant–microbe interactions particularly the assembly of root microbiota.

## Methods

### Plant materials and growth conditions

Seeds were stratified at 4 °C for 2 days before sowed. After surface sterilized with 30% household bleach for 15 min and washed with ddH_2_O at least five times, seeds were dispersed on half-strength Murashige and Skoog (MS) medium containing 0.7% agar and 1% sucrose and placed in the growth chamber. The growth chamber is set with a 16 h light/8 h dark cycle with a total light intensity of 120 µmol m^−2^ s^−1^, a temperature of 22 °C and a relative humidity of 60%.

All plants used in this study were in *Arabidopsis* Col-0 background. The mutants of *ibm1-1* (point mutation) and *ibm1-4* (SALK _035608) were described previously [26]. The double mutants of *cmt3-11t ibm1-4* and *ibm1-4 kyp* were generated previously [48]. The single mutants of *cmt3-11t* (SALK _148381), *kyp* (SALK _044606), *nrpd1-3* (SALK _128428) and *nrpe1-11* (SALK _029919) were from Prof. Jian-Kang Zhu’s lab at Shanghai Center for Plant Stress Biology. The mutant *agp19* (SALK _038728) was ordered from Nottingham Arabidopsis Stock Center.

### Sample preparation and library construction for 16S rRNA gene sequencing

Natural soil was collected from Chenshan Botanical Garden at Shanghai, China. The soil was homogenized and mixed with commercial soil (Pindstrup Substrate) with 2:1 ratio, and placed into 10 × 10 × 8 cm pots. The 14-day-old seedlings of Col-0, *ibm1-1* and *ibm1-4* were transplanted from sterile growth medium into the pots (five seedlings for each pot), and were grown for another 17 days in a growth room at 22 °C under 16 h light/8 h dark condition. Five biological replicates were prepared for each genotype and each biological replicate contains 10 plants. Unplanted pots were subjected to the same conditions as the planted pots to prepare the control soil samples at harvest.

The rhizosphere samples and root endophyte samples were harvested according to Schlaeppi et al. [52]. DNA were extracted by using FastDNA SPIN kit for Soil (MP Biomedicals, Solon, USA) with minor modifications. Samples were homogenized in the Lysis Matrix E tubes using a Retsch MM400 mill at a frequency of 30 Hz for 30 s. After extraction, DNA samples were eluted in 50–100 µL DES water and DNA concentrations were determined using the Qubit dsDNA HS Assay Kit (Invitrogen, Life Technologies) on Qubit2.0 (Life Technologies, USA).

The 16S rRNA gene amplicon generation and library preparation were performed as described previously [53]. Amplicon libraries were generated using the PCR primers 799F (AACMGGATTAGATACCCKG) and 1193R (5′-ACGTCATCCCCACCTTCC-3′) [54, 55]. The first amplification was performed in a 25 µL reaction volume, including 2.5 µL microbial DNA (5 ng/µL), 5 µL forward primer (work concentration 1 µM), 5 µL reverse primer (work concentration 1 µM), 12.5 µL 2X KAPA HiFi Hot Start Ready Mix. The PCR setting was 95 °C for 3 min, 30 cycles of 95 °C for 30 s, 55 °C for 30 s, 72 °C for 30 s, and 72 °C for 5 min. For each biological replicate, three technical replicates were used. The second amplification was conducted in 20 µL reaction volume, each containing 10 µL 2 X KAPA HiFi Hot Start Ready Mix, 200 nM 2P-F and 2P-R primer, 2 nM F-(N) and R-(N) primer, and 40 ng first-round PCR product. For each biological replicate, two technical replicates were determined. The PCR conditions were 95 °C for 3 min, 10 cycles of 95 °C for 30 seconds, 55 °C for 30 s, 72 °C for 30 s, and 72 °C for 2 min. All the primers sequences were included in Table S1. After each PCR, the PCR products were loaded on 2% agarose gel and cut from the gel with Tanon UV-2000 gel imaging system and extracted from the agarose using the QIAquick Gel Extraction kit (QIAGEN). DNA concentrations were determined using the Qubit dsDNA HS Assay Kit (Invitrogen) on Qubit2.0 (Life Technologies, USA).

After the two rounds of PCR, five biological replicates for each genotype were combined, and DNA concentrations were determined using the Qubit dsDNA HS Assay Kit (Invitrogen, Life Technologies) on Qubit2.0 (Life Technologies, USA). Then all the genotype samples were combined with the same amount of each genotype PCR product.

### 16S rRNA gene sequencing and data analysis

The libraries were sent to the Novogene company for 16S rRNA gene sequencing by paired-end sequencing based on a Hiseq2500-PE250 platform (Illumina). Processing and statistical analysis of 16S rRNA gene counts was performed by the Novogene Company and the Core Facility of Bioinformatics in Shanghai Center for Plant Stress Biology, China.

Paired-end reads were assigned to samples based on their unique barcodes and were truncated by cutting off the barcodes and primer sequences. Paired-end reads were merged using FLASH v1.2.11 [56]. Quality filtering on the raw tags were performed using the fastp software to obtain high-quality Clean Tags, which were compared with the reference database Silva138.1 using Vsearch to detect the chimera sequences, and then the chimera sequences were removed to obtain the Effective Tags [57]. Denoise was performed with DADA2 module in the QIIME2 software to obtain initial amplicon sequence variants (ASVs). ASVs with total abundance less than 5 were filtered out. Species annotation was performed by using the QIIME2 software based on Silva138.1 database. The ASVs which belongs to Mitochondria, Chlorophyta, Archaea and Cyanobacteria were removed. The minimum number of reads in the sequencing samples was selected as the base, and the number of reads in all samples was uniformly extracted to this value for normalization of differences in sequence depth. The analyses of alpha diversity and beta diversity were performed by using QIIME2 based on the normalized data. All figures were produced by in-house R program. The relative abundance of ASVs was calculated by dividing the reads per ASV in a sample by the sum of the usable reads in that sample. To find out the significantly different species at phylum and family levels, the R software was used to do the MetaStat analysis. The resulting *p* values for phylum and family comparisons were adjusted by Benjamini-Hochberg false discovery rate (FDR) correction for multiple hypotheses testing.

### mRNA-seq and data analysis

For RNA-seq of plants grown in soil, 5-day-old seedlings of Col-0 and *ibm1-1* were transferred from 1/2 MS plate into the soil, and grown for another 10 days before whole seedlings were harvested for RNA extraction. Each sample included three biological replicates with 15 seedlings for each replicate. For RNA-seq of plants grown in sterile medium, 7-day-old seedlings of Col-0 and *ibm1-1* grown in 1/2 MS medium were collected for RNA extraction. Each sample had two biological replicates. Total RNA was extracted from the samples by RNeasy Plant Mini Kit (QIAGEN). Library construction and deep sequencing were performed by the Core Facility of Genomics in Shanghai Center for Plant Stress Biology, China. An aliquot with 1 μg total RNA per sample was used for library preparation with the NEBNext Ultra Directional RNA Library Prep Kit (New England Biolabs; E7420L) for Illumina.

The raw reads of RNA-seq of soil-grown plants were processed by SolexaQA [58] and cutadapt [59] to remove low-quality reads and adapter sequences. Then the reads, with the length of more than 25 bp and phred score of greater than 17, were mapped to the *Arabidopsis* TAIR10 genome using TopHat2.0.10 [60] with default. The reads mapped to each annotated gene were counted by HTseqcount [61]. The raw counts of each gene were normalized using edgeR [62], and differentially expressed genes were identified using fold change >2 and false discovery rate <0.05 as significance cutoffs. The paired-end reads of medium RNA-seq were cleaned by Trimmomatic (version 0.36) [63]. After trimming the adapter sequence, removing low-quality bases and filtering short reads, clear read pairs were retained for further analysis. The cleaned reads were mapped to the *A. thaliana* reference genome sequence downloaded from TAIR10 by HISAT with default parameters [64]. Number of reads that were mapped to each gene was calculated with the *htseq-count* script in HTSeq [61]. The heatmap was prepared using R statistics package.

### Quantitative real-time PCR

RNA was extracted by RNeasy Plant Mini Kit. For mRNA expression analysis, total RNA was used for reverse-transcription by oligo (dT)_18_ from EasyScript® One-Step gDNA Removal and cDNA Synthesis SuperMix (Trans, AE311-02) according to its manufacturer’s instructions. Real-time PCR was carried out using iQ SYBR Green Supermix (Bio-Rad) on a CFX96 real-time PCR detection system (Bio-Rad). The housekeeping gene, *ACTIN2*, was used as the internal control for all reactions. Relative gene expression was derived by using 2^−ΔΔCT^, where ΔCT represents CT of the target gene minus CT of the reference gene *ACTIN2*. All primers used are in Table S3.

### Whole-genome bisulfite sequencing and data analysis

For whole-genome bisulfite sequencing, 5-day-old seedlings of Col-0 and *ibm1-1* were transferred from 1/2 MS plate into the soil, and grown for another 10 days before the whole seedlings were harvested for DNA extraction using DNeasy Plant mini kit (QIAGEN; Cat. No. 69104). Two biological replicates for each sample were prepared with 15 seedlings for each replicate. Bisulfite conversion, library construction and deep sequencing were performed by the Core Facility of Genomics in Shanghai Center for Plant Stress Biology, China. An aliquot with 1 μg DNA per sample was used for library preparation with EpiTect Plus DNA Bisulfite Kit (QIAGEN; Cat. No. 59124) and the NEBNext Ultra II DNA Library Prep Kit (New England Biolabs; E7645L) for Illumina. The libraries were sequenced on the HiSeq2500 (Illumina).

The raw reads were mapped to the naturally unmethylated chloroplast genome of *Arabidopsis* using Bismark_v0.19.0 in order to evaluate the bisulfite non-conversion rate. The libraries with non-conversion rates of <1% were retained for further analysis. Adapters and low-quality reads were trimmed using cutadapt. Then the reads were uniquely mapped to each corrected pseudo-reference genome using Bismark_v0.19.0 (bismark -bowtie2 -X 1000 -N 1). After filtering the duplicate reads, the methylation information for each cytosine site was extracted and only sites with at least four mapped reads covered were considered. In the binomial test, the non-conversion rate was used as the expected probability.

Differentially methylated regions (DMRs) were identified using methylPipe [65]. To avoid the comparison between two DMRs both with low methylation level, we required the difference of mean methylation level between mutant and WT to be ≥0.1, with a fold change ≥2 and a *p* value of less than 0.05. Differentially methylated cytosines (DMCs) were identified using metilene, and DMRs were further filtered to contain at least ten DMCs, and each DMC is with a fold change ≥2, a difference of methylation rates larger than 10% and a P value of less than 0.05.

### ChIP-seq data analysis

The public H3K4me1/2/3 and H3K9me2 ChIP-seq data were downloaded from DDBJ with the accession number DRA005154 [24]. The downloaded single-read data were trimmed using Trimmomatic [63] with parameters “LEADING:20 TRAILING:20 SLIDINGWINDOW:4:15 MINLEN:30”. The trimmed reads were mapped to TAIR10 genome using tool Bowtie [66] with parameters “-m 1 -v 0”. To remove potential PCR duplicates, the “rmdup” command of SAMtools [67] was used.

### Plant growth-promotion assay

For GB03 VOCs treatment, according to Zhang et al. [42], 5-day-old seedlings were transferred into the Petri dish with three-divided partitions. PGPR strain *Bacillus subtilis* GB03 stock was cultured in liquid LB at 37 °C overnight, one day before plant experiments. To the none-plant partition of the Petri dish, 20 µL of GB03 suspension culture was applied, thus plants are exposed to bacterial VOCs without physical contact. The Petri dishes were sealed with parafilm. The total leaf area per seedling was measured by Image J.

### Measurements of reactive oxygen species

Reactive oxygen species (ROS) measurements were performed in *Arabidopsis* plants as described previously [68]. Well-expanded rosette leaves of 4-week-old health plants, grown in the short-day condition (22 °C, 10 h light/14 h dark, 120 µmol photons m^−2^sec^−1^ light), were used for the experiment. The 100 µL elicitor master mix for each sample contained 50 nM flg22, 100 μM luminol (Sigma) and 20 μg/mL HRP (Sigma). ROS was elicited with 50 nM Pto_flg22, and the luminescence was measured over 60 min using a Microplate luminescence reader (Varioskan flash, Thermo Scientific, USA). The flg22 peptide was purchased from Abclonal (China). The peptide sequences are Pto_flg22: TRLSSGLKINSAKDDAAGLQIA.

### MAP kinase assay

The MAPK activation assays were performed as previously described [69]. The seedlings were grown under long-day condition (22 °C, 16 h light/8 h dark, 120 µmol photons m^−2^ s^−1^ light). Seven-day-old seedlings were transferred from solid 1/2 MS plates to 12-well plates with 1.5 mL liquid 1/2 MS in each well. Fourteen-day-old *Arabidopsis* plants were treated with 100 nM Pto_flg22 and samples were collected at different time points as indicated in the figure. The samples were ground with tissue-lyzer under frozen liquid nitrogen. To each sample, 100 µL protein extraction buffer (100 mM Tris-HCl pH 7.5, 150 mM NaCl, 5 mM EDTA, 10% glycerol, 1 mM Phenylmethylsulfonyl fluoride (PMSF), 1% protease inhibitor, 5 mM dithiothreitol (DTT), 10 mM sodium fluoride, 10 mM sodium molybdate, 2 mM Na_3_VO_4_, 0.1% NP-40) were added. The samples were then vortexed and thawed on ice. After that, the samples were centrifuged at 16,000 g for 10 min at 4 °C. Twenty µL of 5× SDS loading buffer was added into 80 µL supernatant and denatured at 70 °C for 10 min. The samples were then cooled at room temperature and centrifuged at 16,000  *g* for 1 min. Protein samples were separated on 10% SDS-PAGE gels, and the western blots were probed with anti pMAPK antibodies. The first antibody was Phospho-p44/42 (Cell Signaling Technology, Cat No. 4370L; 1:2000 dilution). The second antibody was goat anti-rabbit HRP (Sigma A0545; 1:5000 dilution).

### *Pst*. DC3000 and flg22 treatments

The *Pst*. DC3000 treatments were performed following Yu et al. [70]. Four-week-old *Arabidopsis* plants grown in short-day condition (22 °C, 10 h light /14 h dark, 120 µmol photons m^−2^sec^−1^ light) were used for the infiltration assay. The DC3000 strains was suspended in water to a concentration of OD = 0.0002 for infiltration. Three leaves were infected for each plant. The *Pst*. DC3000 solution was infiltrated into leaves on the abaxial side with a syringe without needle. After 3 days, the leaf discs were collected by biopsy punch with a diameter of 7 mm. Three leaf discs were collected for each plant and kept in one tube with 500 µL of sterile water and three metal beads inside. Then the samples were ground by tissue-lyzer at least 30 s with a frequency of 25 cycles per second until completely homogenized. A series of at least 1/10 dilution of the solution was made in 96-well plates. The 20 µL of each dilution was dropped on LB plates with 25 ng/µL kanamycin and 25 ng/µL rifampin. The plates were placed at 28 °C for 36 h before the colonies were counted.

For flg22-induced PTI marker gene *FRK1* expression analysis, *Arabidopsis* seedlings grown on 1/2 MS plates for 6 days were dipped in 100 nM flg22 solution. Seedlings dipped in water were used as the control. Samples were collected at different time points as indicated in the figure legends. Each biological replicate included 15 seedlings.

## Supplementary information

Supplementary Figures

Dataset S1

Dataset S2

Dataset S3

Table S1

Table S2

Table S3

## Data Availability

The raw RNA-seq data is available in the NCBI GEO with the accession number GSE173239; The 16S rRNA gene sequencing data is available in the NCBI SRA under BioProject PRJNA723970.

How the deposited data were processed for this re-analysis (not part of the article)

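The data are mRNA sequencing counts of Arabidopsis seedlings of the wild type Col-0 and of ibm1-1, from plants grown in soil (3 biological replicates per genotype) and in sterile medium (2 per genotype). The authors made the counts per gene from trimmed reads, for soil with SolexaQA, cutadapt, TopHat and HTSeq-count and for medium with Trimmomatic, HISAT and htseq-count on TAIR10, and deposited them without normalization. Each count column was matched to its sample by its label. The soil file also holds 40 empty columns, and no unused column holds values. The bisulfite sequencing samples of the series were not analysed here, and their results enter only through the tables of the paper.

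The soil libraries hold a median of 24413867 counts in Col-0 and 23879077 in ibm1-1, and the medium libraries 20667944 and 18684409.5. The 10 most abundant genes take 6.94% to 8.09% of the counts in soil and 4.65% to 5.63% in medium, and organelle genes take 0.024% to 0.028% and 1.05% to 1.94%. The lists of genes differ, since 11690 genes of the medium counts are not listed in soil, and 63 of them have a mean count of at least 200 in medium. Gene positions are those of TAIR10.1, to which 21815 soil genes and 32835 medium genes were matched by locus.

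Each experiment was fitted alone with genotype as the only factor, in R 4.3.3 with edgeR 4.0.16 (filterByExpr, TMM factors and the quasi-likelihood test). P-values were adjusted with the Benjamini-Hochberg method over the genes tested. DEGs had a fold change above 2 and an adjusted p below 0.05. The plan made before the data were examined named limma-trend for soil if the values were normalized and this test if they were counts, and the values were counts. Means are given with the SD over replicates. Standard errors were derived from edgeR's test, as the absolute log2 fold change divided by the square root of the F statistic. They are not a separate estimate of spread, and for large changes from few counts they can lie below counting error. Where a genotype had no count, the fold was computed against a floor of 3 counts over the group, and with 1 to 3 counts the ratio is given with a 95% interval from counting error. List medians are the same to 2 decimals with such genes held at this floor.

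Gene lists for SA, camalexin, flavonoids, jasmonate repressors (JAZ), jasmonate defence (JA defence) and touch were written from general knowledge, and tested with camera in limma 3.58.1 at a correlation of 0.01 between genes, with fry and an estimated correlation beside it. The touch list was prompted by TCH4, EXLA1 and JAZ7, seen among the most reduced soil genes in the visible part of Dataset S2. Its soil values are therefore not independent evidence, and JAZ7 is also a member of the JAZ list. Terms with at least 5 genes tested came from the notes of the reference annotation, which name a process for part of the genes only, and were tested with Fisher's exact test. The difference of the genotype effect between soil and medium was tested with limma's voom with quality weights on all 10 libraries, where it is confounded with age, read processing and everything else that differs between the experiments. Lists of seed storage genes, which include oil body genes, and of late embryogenesis abundant and flowering genes were written later. Table S2 and the list of differentially methylated regions (DMRs) in Dataset S3 come from the paper.

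The genes to name were drawn from those the paper names with expression or epigenome data, and from PR1, PR2 and PR5. Others came from the 5 most raised and the 5 most reduced DEGs of each experiment without overlap of the genotypes. List members that go against their list could be named too. Not every gene of these groups is named in the text. Values in the paper's tables had been seen when this rule was written. Other names given with values are marked as chosen after their values were seen, or follow a rule stated beside them. DHYPRP1, SARD4, UGT75C1 and 3AT1 were not analysed here.

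The steps were tested on simulated counts with 200 changed genes. These were drawn from genes well above the filter on low counts. Their changes were all above the fold-change threshold, with as many raised as lowered. The recovery thus does not carry over to genes with few counts, to changes near the threshold or to data where many more genes change. In soil 200 were recovered with 1 false call over 20033 genes, in medium 200 with 2 false calls over 20679 genes, and for the difference between the experiments 199 with 17 false calls among 216 over 20154 genes, a share of 7.87%. The alternatives were the size factors of DESeq2 1.42.0, no scaling beyond library size, equal medians, quantile normalization, no filter, a mean CPM of at least 5, DESeq2, limma-trend with pseudocounts of 0.5, 0.1 and 1, the replicate block, glmTreat against a fold change of 1.2, no fold-change threshold, and each library left out in turn. Permutation tests used 100000 draws and matched lists 10000. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The log2 fold changes visible in Dataset S2 differ from those here by at most 0.0258, with the same sign for each gene.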

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

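The list of seed storage genes, the tests of mature seeds, of library scaling and of touch, the test of the difference between soil and medium, the test of that difference with an estimated correlation, and the regrouping of the soil libraries were chosen after the results were seen.

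Transcripts of storage protein and oil body genes of seeds appear in soil-grown ibm1-1, in genes the paper does not discuss. Both kinds are called seed storage genes here. The 14 genes of the list sum to 109 ± 6.76 CPM (SD, n = 3) in ibm1-1, with 101, 110 and 115 in the replicates, and to 0.619 ± 0.170 in Col-0. All 14 are higher DEGs, and 4 of them have a count in soil-grown Col-0. CRU3 has 0 counts in Col-0 and 1746 in ibm1-1, at least 533-fold higher, and SESA3, SESA4 and SESA2 are at least 320-, 269- and 258-fold higher. In medium the sums are 3.37 ± 1.02 CPM in Col-0 and 5.70 ± 1.17 in ibm1-1 (n = 2). The tables argue against a loss of DNA methylation at the genes themselves, since 0 of the 14 genes have a hypomethylated region in Dataset S3, although few genes do. Mature seeds among the harvested ibm1-1 seedlings could bring such transcripts. The late embryogenesis abundant genes, which seeds also hold, have a median log2 fold change of 0.28 in soil, with 10 of the 20 genes tested higher and 6 lower. This leaves mature seeds open, because the members go both ways and 25 of the 46 genes of that list are not listed in the soil counts. The list, drawn by product name, is also not specific to seeds. For example, AT2G44060 and LEA14 have 13073 and 9928 counts in soil-grown Col-0. Expression of a seed program in ibm1-1 seedlings stays open too and was not tested.

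The effect of ibm1-1 on the jasmonate repressor genes (JAZ) differs between the experiments. The median difference of the log2 fold change, soil minus medium, is -1.14 over 12 genes (adjusted p = 2.23e-07, camera in limma; 8 genes lower and 0 higher at an adjusted p below 0.05). The difference holds under fry (adjusted p = 8.19e-04, limma) and not under an estimated correlation between genes (adjusted p = 0.0762, camera in limma), which is also the value for the JA defence and touch genes below. In soil the median is -0.66 (adjusted p = 1.08e-10, camera in limma), with 4 lower DEGs, and 9 genes are lower at an adjusted p below 0.05, both over all genes and adjusted over the list alone. In medium it is 0.40 (adjusted p = 0.0819, camera in limma), with 1 higher DEG, and 3 genes are higher either way, and it passes the threshold without ibm1-1 replicate 1 (adjusted p = 5.14e-04, camera in limma). Among single genes, chosen after their values were seen, JAZ6 has log2 fold changes of -1.33 in soil and 0.74 in medium. The scaling of the libraries does not account for it, since the highest soil median under another scaling is -0.54. GC content or gene length bias is argued against too, because the trend of the difference on both is small over all genes (SD 0.0372 in log2), and the list has a median of -1.15 after that trend is removed (adjusted p = 5.85e-07, camera in limma). Touch or handling before harvest could contribute, as the touch list differs in the same direction, by -0.91. The touch list was prompted by genes seen as reduced in soil, JAZ7 among them, so it is not independent evidence. Age, growth conditions, read processing and sequencing batch differ with the experiment and cannot be told apart by this design, and none was tested.

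The jasmonate defence genes differ as well, with a median difference of -1.88 over 18 genes (adjusted p = 4.69e-10, camera in limma; 9 genes lower and 0 higher; 0.00129 under fry). In medium 12 of 16 genes are higher DEGs, with a median of 1.91 (adjusted p = 3.86e-14, camera in limma), though not under fry or an estimated correlation (adjusted p = 0.0555 and 0.122, limma). In soil 8 are higher and 5 lower DEGs, both more than the 1.06 and 0.429 expected (adjusted p = 1.41e-05 and 1.20e-04, Fisher's exact test), with a median of 0.27 (adjusted p = 0.579, camera in limma), and fry calls the list higher (adjusted p = 0.0481, limma). OPR3 and AOC1, chosen after their values were seen, fall by 1.65 and 1.06 in soil and rise by 0.35 and 1.95 in medium. OPR3 in medium is not past the threshold, but is without Col-0 replicate 1 (0.58, adjusted p = 0.0324 from edgeR's quasi-likelihood test), with a range over the alternatives of 0.0324 to 0.575. The touch value of -0.91 leaves handling open here in the same way.

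The touch genes differ by a median of -0.91 over 15 genes (adjusted p = 5.08e-04, camera in limma; 10 genes lower and 1 higher; 3.59e-04 under fry). This list was prompted by genes already seen as reduced in soil. Its values in soil and its difference between the experiments are therefore not independent evidence. In medium 7 of 11 genes are higher DEGs, with a median of 1.07 (adjusted p = 1.03e-07, camera in limma), though not under an estimated correlation (adjusted p = 0.0908, limma). In soil 5 are higher and 2 lower DEGs, where 0.880 and 0.358 are expected (adjusted p = 0.00216 and 0.0728, Fisher's exact test). The median of 0.58 and the direction of the test, which is down, differ in sign (adjusted p = 0.533, camera in limma), and fry calls the list lower (adjusted p = 0.0481, limma). TCH4, chosen after its values were seen, falls by 3.14 in soil and rises by 1.05 in medium. No separate test of handling was possible, because these genes are the test, and a biological difference between the growth conditions was not tested.

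With 3 libraries per genotype in soil there are 10 splits of the 6 libraries, so this regrouping alone cannot give a share below 1 in 10 and cannot exclude chance. The sharing of DEGs with the medium libraries bears on chance separately. A result at least as large as that of the split by genotype, which itself counts, came in 1 split of 10 for the soil DEGs, the defence genes of Table S2, the SA genes, the camalexin genes and the JAZ genes, in 2 for the flavonoid genes, in 3 for the JA defence genes and in 7 for the touch genes. Every other split mixes the genotypes and keeps part of the genotype effect in its camera test.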

How the results depend on the processing

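For soil, the size factors of DESeq2, no scaling and limma-trend with a pseudocount of 0.5, and all alternatives for seed storage transcripts and for the difference between soil and medium, were chosen after the results were seen.

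Of 457 comparisons of 39 results with their alternatives, 409 kept their direction and side of the threshold or moved within their limits. Of 1799 comparisons for 130 gene results, 40 were weaker, 19 stronger and 5 reversed, and the others kept their call. The camera tests of the SA, camalexin, flavonoid and JAZ lists in soil and of the SA, camalexin, JA defence, touch and Table S2 lists in medium stayed past the threshold under these alternatives, all at a correlation of 0.01 between genes. With an estimated correlation the flavonoid list in soil and the camalexin, JA defence and touch lists in medium were not past it (adjusted p = 0.0537, 0.0943, 0.122 and 0.0908, limma), nor was any list for the difference between soil and medium (lowest adjusted p = 0.0762, limma).

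Numbers of DEGs moved with thresholds and filters by their construction. Without a fold-change threshold there were 5109 higher and 5198 lower DEGs in soil (1178 and 479 as reported) and 2391 and 1622 in medium (1154 and 319). With a mean CPM of at least 5, which tests fewer genes, there were 376 and 274 in soil and 518 and 139 in medium, 90 genes of Table S2 in soil (175 as reported) and 68 in medium (116), and 207 (soil filter) or 202 (medium filter) shared higher DEGs (548) with 23 shared lower DEGs (61) under either filter. Against a fold change of 1.2, glmTreat called 2611 and 2054 in soil, 723 lower in medium and 118 shared lower with the soil setting. limma-trend with a pseudocount of 1 called 637 and 309 in soil and 36 shared lower, and quantile normalization 653 higher. Without the fold-change threshold the shared lower DEGs were 140 (soil) and 107 (medium). Leaving out each replicate gave 452 to 554 shared higher and 46 to 72 shared lower DEGs.

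The test of JA defence genes in soil reversed with DESeq2 (adjusted p = 0.5996, camera in limma). That of touch genes in soil reversed with limma-trend at pseudocounts of 0.5, 0.1 and 1 (0.297, 0.296 and 0.294) and quantile normalization (0.317); neither passed the threshold. The flavonoid list in medium passed with the replicate block (adjusted p = 0.0177, camera in limma), and leave-one-out gave 2.15e-11 to 0.143. The JAZ list in medium passed without a filter (0.0197) and with limma-trend (0.0448), and leave-one-out gave 5.14e-04 to 0.642. The cause was not tested. Leaving out a medium replicate leaves a lone sample that is assumed to vary like the other group.

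For the difference between soil and medium, the flavonoid list was not past the threshold without scaling (adjusted p = 0.0618, camera in limma), and leave-one-out gave 9.74e-08 to 0.940, reversed without Col-0 replicate 1 of medium. The Table S2 list reversed without scaling (0.467) and with a mean CPM of at least 5 (0.381), and leave-one-out gave 0.312 to 0.997, never past the threshold. The cause was not tested.

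For methylation, means in place of medians gave differences of 0.0792 in soil and -0.216 in medium. These compare genes with and without the exact entry of a CHH hypomethylated promoter. The odds ratio of a promoter with a hypomethylated region was 0.870 for raised soil DEGs and 1.14 for reduced medium DEGs without the fold-change threshold, and 1.54 for raised medium DEGs with CHH regions only. Replicate scatter in medium rose to 17.0 in Col-0 and 9.38 in ibm1-1 with a mean of at least 100 reads. The cause was not tested.

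In medium, leave-one-out gave log2 fold changes of -0.00339 to 0.14 for BNS, -0.14 to 0.38 for NRPD1, -0.22 to 0.10 for MYC2 (with 0.03 without Col-0 replicate 1) and -0.0728 to 2.24 for CML37, none past the threshold in a reversed fit. The cause was not tested.

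Same-numbered samples deviate together with correlations of -0.0436 to 0.0216 in soil and 0.175 in medium, where 2 pairs are too few to decide. Pairing in medium stays open, and the block is given as an alternative. With the replicate block there were 1170 higher and 476 lower DEGs in soil and 1219 and 356 in medium.

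Depth limits low-count genes, of which 492 in soil and 5761 in medium had no count. Seed storage transcripts in soil-grown ibm1-1 were 113 CPM without scaling, and 106 to 112 with each ibm1-1 replicate left out.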

Differences from the paper's values

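Both comparisons with figure heights in this part, on the scale of Fig. 2D and with AGP19 in medium, were chosen after the values were seen. The DEG counts of the paper, 1396 higher and 498 lower in soil and 1170 and 338 in medium, do not differ from the values here by over 1.5 times.

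The axis of Fig. 2D is labelled FPKM. Values on that scale, with the exon lengths of TAIR10.1, are below the bars, and the same counts as CPM, without division by gene length, match them. In Col-0 and ibm1-1, PAD4 is about 18 and about 53 in Fig. 2D, read by eye, 7.95 and 23.2 here as RPKM, and 17.9 and 52.4 as CPM. PAD3 is about 1.5 and about 18 in Fig. 2D, read by eye, 0.901 and 10.2 as RPKM, and 1.60 and 18.1 as CPM. WRKY33 is about 45 and about 130 in Fig. 2D, read by eye, 22.0 and 64.0 as RPKM, and 44.7 and 129.8 as CPM. NAC042 is about 0.35 and about 1.5 in Fig. 2D, read by eye, 0.248 and 1.102 as RPKM, and 0.342 and 1.52 as CPM. On the CPM scale none of these 8 values differs. The ratio between the genotypes is the same on both scales, since a gene has a single length.

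For AGP19, Fig. 4G shows about 3.7 in Col-0 and about 1.9 in ibm1-1, read by eye, and its legend does not name the experiment. In soil the RPKM here is 1.97 in Col-0, which differs, and 1.63 in ibm1-1, which does not. As CPM the soil values are 1.47 and 1.22, and both differ. No alternative set before the data were examined changes this scale, so none was compared. In medium, chosen after the values were seen, the RPKM is 3.76 and 1.83 and does not differ, while the legend gives n = 3 and the medium counts have 2 replicates per genotype. As CPM the medium values are 2.81 and 1.37.

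The paper describes AGP19 as reduced in ibm1-1. In soil it is not a DEG here (log2 fold change -0.38, adjusted p = 0.185 from edgeR's quasi-likelihood test). After quantile normalization it is lower (-0.54, adjusted p = 0.00864, limma), without passing the fold-change threshold. In medium it is a lower DEG (log2 fold change -1.01, adjusted p = 0.0333 from edgeR's quasi-likelihood test). DESeq2 does not call it there (adjusted p = 0.139), nor does edgeR's quasi-likelihood test without any 1 of the 4 libraries (adjusted p from 0.0532 to 0.163), with a range over the alternatives of 0.0132 to 0.163.

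The paper reports that biotic stress processes are enriched in the raised DEGs and not in the reduced ones. The raised DEGs are enriched in them here in both experiments. In soil the reduced DEGs are enriched here in jasmonic acid biosynthetic process, with 4 of 12 genes (adjusted p = 0.0257, Fisher's exact test), from a partial annotation, and in medium in no such term. The paper reports systemic acquired resistance among the activated processes. In the partial annotation used here that term holds 12 genes, with 2 raised DEGs in soil and 3 in medium. It is not enriched after adjustment (adjusted p = 1 in soil and 0.424 in medium, Fisher's exact test), with p = 0.156 and 0.0332 before adjustment. So small a term limits the comparison with the paper. The paper also reports flavonoid biosynthesis as enriched in the raised DEGs of medium. In the partial annotation used here, flavonoid biosynthetic process holds 2 raised DEGs of 17 genes in medium, where 1.04 are expected (p = 0.280, Fisher's exact test). In soil it holds 1 of 16, where 0.948 are expected (p = 0.624, Fisher's exact test). The flavonoid list written here does hold more raised DEGs in medium than expected (adjusted p = 6.87e-04, Fisher's exact test). The paper counts 23 genes of Table S2 with a hypomethylated CHH promoter, while 19 of its entries say exactly that and 23 name a hypomethylated promoter. The context in the other entries was not examined here, so the counts need not conflict.

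Of the 178 genes of Table S2, 175 are raised DEGs here and 3 are below the filter on low counts. Without that filter 177 are raised DEGs.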

Other observations

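The tests of ACT2 under other scalings and of the list differences with an estimated correlation were chosen after the results were seen.

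For the difference of the ibm1-1 effect between soil and medium, the genes of Table S2 as a set are not past the threshold (median difference -0.04, adjusted p = 0.574, camera in limma, in the direction up; 0.218 under fry). Their members go both ways, with 25 genes lower and 30 higher in soil at an adjusted p below 0.05, so this does not show that the effects are equal. The SA genes are not past the threshold (0.09, adjusted p = 0.574, camera in limma), but fry calls a difference (adjusted p = 0.0187, limma), with 5 genes lower and 6 higher, so it is left open. The camalexin genes are less raised in soil than in medium (-0.87, adjusted p = 0.00244, camera in limma; 0.00685 under fry and 0.180 under an estimated correlation), and the flavonoid genes more (0.36, adjusted p = 0.0210, camera in limma), which fry does not call (adjusted p = 0.262, limma) and which is lost without Col-0 replicate 1 of medium (adjusted p = 0.940, camera in limma). Over all genes, 1496 have a higher and 1934 a lower effect in soil.

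AP1 has 139 counts in soil-grown Col-0 and 3 in ibm1-1. A later floral transition in soil-grown ibm1-1 could explain this. Of the list of 18 genes that rise at that transition, 12 with AP1 were tested in soil. The 11 others have a median log2 fold change of -0.61, all 11 below 0, 7 lower and 0 higher at an adjusted p below 0.05. FLC, chosen after its value was seen, is higher (1.64, adjusted p = 1.73e-09 from edgeR's quasi-likelihood test).

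The soil replicates scatter little, with a mean ratio of variance to counting noise of 2.84 in Col-0 and 4.17 in ibm1-1, against 13.8 and 7.62 in medium. A library sequenced and deposited several times would give a ratio near 1, and the lowest ratio over the 6 soil pairs is 2.31, which argues against it. Seedlings pooled or grown together could lower the scatter and were not tested.

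ACT2, a reference gene, is lower in soil-grown ibm1-1 (-0.42, adjusted p = 3.83e-10 from edgeR's quasi-likelihood test). In medium it is not past the threshold (-0.34, adjusted p = 0.0797 from edgeR's quasi-likelihood test). The medium value passes with DESeq2 (adjusted p = 0.0330), and lies between -0.38 and -0.30 with each replicate left out. The difference between the experiments is not given for this gene. The scaling of the libraries does not account for the soil value, which is at most -0.26 under the other scalings.

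The induction of the defence genes of Table S2 was compared between 19 genes whose entry is exactly a CHH hypomethylated promoter and the 156 others. The others include genes with a hypomethylated promoter under another entry. The medians in soil are 1.76 and 1.79 (permutation p = 0.936), and in medium, with 17 and 147 genes, 2.81 and 1.78 (permutation p = 0.0934). With any hypomethylated promoter entry counted, the permutation p is 0.927 in soil (23 and 152 genes) and 0.0641 in medium (21 and 143 genes). These data cannot tell whether CHH hypomethylation strengthens the induction.

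Among the raised soil DEGs, 27 of 1178 have a hypomethylated region in the promoter in Dataset S3, where 19.2 are expected (odds ratio 1.45, p = 0.0738, Fisher's exact test). With CHH regions only, the soil odds ratio is 1.46 (p = 0.0777, Fisher's exact test). In medium the odds ratio is 1.48 (p = 0.0718, Fisher's exact test). With CHH regions only it is 1.54 in medium, with 25 of 1154 where 16.8 are expected (p = 0.0430, Fisher's exact test). For the reduced DEGs the odds ratio is 1.30 in soil (p = 0.363, Fisher's exact test) and 0.955 in medium. Loss of methylation in the promoter may contribute at some genes, which these values do not decide. Of the 2 genes with at most 3 counts in Col-0 and at least 50 in each ibm1-1 library of both experiments, AT1G27565 has a hypomethylated region, and AT4G18900 has none and is at least 107-fold higher in soil and 88.2-fold higher in medium.

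The 61 genes reduced in both experiments span a median of 3326 bp. Lists matched on mean expression have a median of 2056 bp (95% between 1777 and 2392), a percentile of 100. A candidate explanation is that IBM1 loss lowers long genes. The wider sets do not follow it, since the reduced DEGs of soil and those of medium, among genes tested in both, lie at percentiles 4.95 and 2.03.

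A chromosome segment carried along with ibm1-1 would gather shared DEGs near IBM1. Within 5e+06 bp of it lie 44 of the 609 shared DEGs, where 53.0 are expected (odds ratio 0.813, p = 0.214, Fisher's exact test), which argues against it as a cause of most of them.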
